# Depletion of the TRF1 telomere-binding protein leads to leaner mice with altered metabolic profiles

**DOI:** 10.18632/aging.206320

**Published:** 2025-09-17

**Authors:** Jessica Louzame Ruano, Leire Bejarano, Rosa Serrano, Ruth Alvarez Diaz, Juana Maria Flores, Ana Cayuela López, Maria A. Blasco

**Keywords:** Trf1, metabolism, leaner, fat, telomeres

## Abstract

TRF1, a component of the telomere shelterin complex, plays crucial roles in telomere protection, telomere length regulation, and stemness. Here, we describe a previously unknown connection between TRF1 and metabolism. Telomere attrition has been linked to obesity. Our study reveals that *Trf1*-deficient mice exhibit a leaner phenotype, reduced adiposity, and improved glucose tolerance, even when subjected to a high-fat diet, independently of telomere shortening. These findings uncover a previously unknown role of TRF1 in regulating metabolism.

## INTRODUCTION

Telomeres are specialized protective structures located at the ends of chromosomes that are composed of tandem repeats of the DNA TTAGGG sequence in all vertebrate species. Telomeres act as protective caps, preventing degradation of chromosome ends and chromosome aberrations, such as end-to-end chromosome fusions. Telomeres shorten throughout the lifespan of individuals associated with cell renewal and proliferation owing to the so-called “end replication problem”. Thus, telomeres become progressively shorter until they reach a critically short length, which triggers a persistent DNA damage response at telomeres leading to cell arrest or apoptosis [1], thus impairing tissue homeostasis. Short telomeres have been considered one of the primary hallmarks of aging as they can trigger other molecular and cellular events associated with aging [2, 3].

Telomerase is a reverse transcriptase enzyme that can extend telomeres by adding *de novo* TTAGGG sequences. Telomerase is composed of a catalytic subunit (TERT, telomerase reverse transcriptase) and an RNA component (Terc, telomerase RNA component), which serves as template for the addition of new telomeric repeats [4]. Telomeres are protected by the so-called Shelterin complex, which encompasses TRF1, TRF2, TIN2, TPP1, RAP1, and POT1 proteins [5–7]. TRF1 directly binds to the double-stranded telomere DNA repeats and plays a crucial role in protecting and stabilizing telomeres. Additionally, TRF1 functions as a negative regulator for telomere length by inhibiting telomerase activity [8–10]. Furthermore, TRF1 is implicated in the maintenance of pluripotency [6, 11–13] and, it is overexpressed in induced pluripotent stem cells as well as adult stem cells, including cancer stem cells [14].

Obesity is one of the leading causes of death worldwide and its frequency increased with demographic aging, suggesting a link between the age-associated development of obesity and the molecular mechanisms of biological aging [2, 3]. In fact, short and dysfunctional telomeres have been associated with metabolic disorders such as obesity or diabetes mellitus [15, 16]. Since short telomeres are a known hallmark of aging and they have been demonstrated to be one of the primary causes of organismal aging [2, 3]. A previous study found that young late-generation (G4) *Terc*-deficient mice with short telomeres exhibited defective glucose tolerance and impaired insulin secretion due to the progressive failure of pancreatic beta-cell regeneration leading to the loss of these cells which constitutes a hallmark of type 2 diabetes [17]. Recently, it was described the effect of short telomeres in adipose progenitor cells in *Tert*-deficient mice, which led to adipocyte hypertrophy, fibrosis and inflammation in visceral and subcutaneous adipose tissue resulting in acceleration of metabolic disease [18]. Furthermore, telomere dysfunction has been shown to activate p53 which represses the expression of *PGC1a* and *PGC1b*, impairing mitochondrial respiration, biogenesis and function resulting in decreased gluconeogenesis, cardiomyopathy and increased reactive oxygen species [19]. In turn, mice born with hyper-long telomeres are significantly leaner than control mice and show clear metabolic improvements, such as improved glucose and insulin tolerance [20]. Moreover, we and others also showed that mice lacking the telomere-binding protein RAP1 develop obesity and metabolic syndrome as the consequence of an altered transcription of the Pparα/Pgc1 axis [21, 22]. Finally, in a human cohort it was described the role of TRF1 as a major regulator of telomere attrition in patient with obesity [23].

Here, we show the mice lacking TRF1 are leaner than wild-type controls owing to decreased adiposity. TRF1 deficiency leads to improved glucose and insulin tolerance and protects from metabolic syndrome. These results show an unprecedented role of TRF1 in metabolism.

## RESULTS

### Mice lacking TRF1 in the whole organism show decreased body weight and adiposity

We previously showed that deleting the *Trf1* gene in both *wild-type* and cancer-prone (due to *p53* and *Ink4Arf* deficiencies) mouse models had no significant impact on mouse survival, although in some genetic backgrounds led to reduced body weight and mild hair and skin phenotypes [24]. To gain a deeper understanding on the weight reduction associated to TRF1 abrogation in mice, here we induced persistent *Trf1* deletion from ten weeks of age until humane endpoint in *Trf1*^lox/lox^, *hUBC-CreERT2* mice by intraperitoneal injection of tamoxifen (Figure 1A). Consistent with previous observations, no significant differences in survival were found between genotypes (Supplementary Figure 1A). Interestingly, we observed a significantly decreased body weight starting at five months of age in *Trf1^Δ/Δ^* females and at six months of age in *Trf1^Δ/Δ^* males compared to age-matched wild-type controls (Figure 1B, 1C). The decreased body weight was maintained throughout their remaining lifespan (Figure 1D).

**Figure 1:**
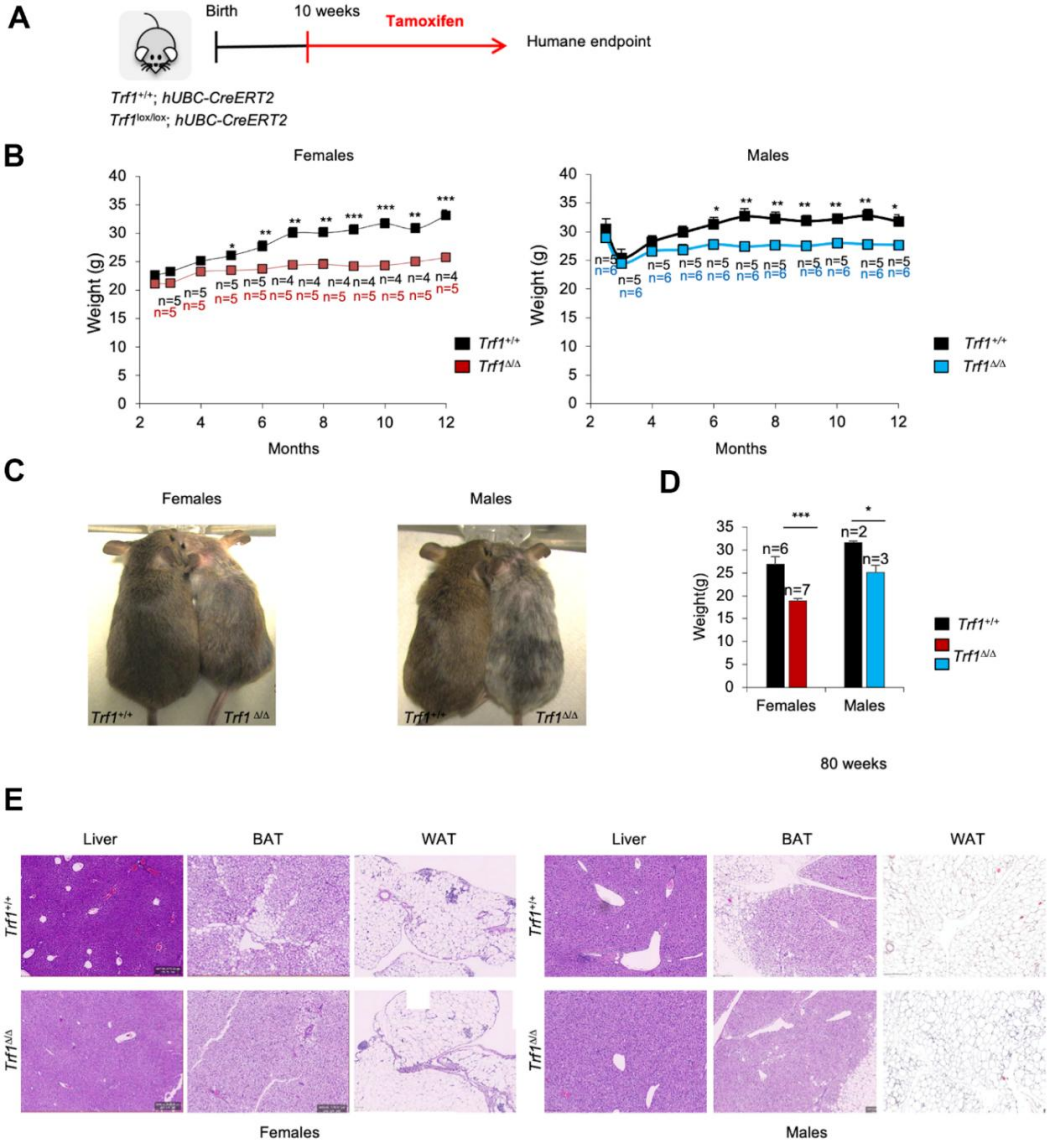
**Depletion of *Trf1* in mice induces weight loss**. (**A**) Experimental plan: *Trf1^+/+^* or *Trf1^lox/lox^*; hUBC-CreERT2 mice start to receive tamoxifen treatment intraperitoneally at 10 weeks of age until humane endpoint. (**B**) Weight follow-up in females (left) and males (right) in both genotypes. Note that *Trf* *^Δ/Δ^* females start to weigh less than wild-type at five months and males at six months. (**C**) Representative images of wild-type and *Trf1* deleted mice of 10 months of age. Note the observable difference in weight and graying hair in *Trf1^Δ/Δ^* mice. (**D**) Measurement of body weight in 80-week-old mice. Note that the difference in weight is maintained throughout their lifespan. (**E**) Hematoxylin and eosin staining of liver, white and brown adipose tissue. Note that there are no differences between genotypes regarding liver and white adipose tissue. In brown adipose tissue, *Trf1^Δ/Δ^* mice present fewer and smaller lipid droplets than wild-type mice. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**B**, **D**)

*Trf1* is a target of the pluripotency factor OCT4 and has been previously shown by us to play a role in maintenance of pluripotency, as well as stemness [14]. Given the high proliferative capacity of the intestine, we investigated whether the reduced body weight observed in *Trf1*-deleted mice could be the result of intestinal atrophy owing to TRF1 abrogation. To this end, we measured the length of their intestinal villi. We did not observe any significant differences in villi length between wild-type and *Trf1*-deleted mice in both genders (Supplementary Figure 1B). Next, a comprehensive histological analysis of mice of both genotypes and sexes at the time of death was performed by a pathologist to assess the potential effects of *Trf1* deletion in the organism which could explain the observed differences in body weight. However, we did not detect any differences between genotypes in pancreas, spleen, intestin, colon, kidney, heart, lung, brain and muscle. We next further explored metabolic organs, such as liver, as well as brown and white adipose tissues. We did not observe any differences between genotypes in liver or white adipose tissue. Of interest, the brown adipose tissue of *Trf1* depleted mice exhibited fewer lipid droplets compared to wild-type controls. (Figure 1E).

Previous studies have linked telomere shortening with metabolic syndrome [17–19, 23]. Thus, we set to address whether TRF1 deficiency in mice leads to telomere shortening. To this end, we performed quantitative telomere fluorescence hybridization (Telomere Q-FISH). However, we did not detect any differences in telomere length between genotypes in the liver as well as the white adipose and brown adipose tissue (Supplementary Figure 1C). Consistent with prior studies reported, no change in telomere length upon TRF1 depletion (Piñeiro-Hermida et al., 2022; Bejarano et al., 2017).

To further investigate the origin of the decreased body weight of *Trf1^Δ/Δ^* mice, we next determined total fat content in 40 weeks old males and females by using Dual-energy X-ray absorptiometry (DEXA). We found a striking reduction in fat mass and adiposity in both *Trf1^Δ/Δ^* males and females compared to wild-type controls, which was maintained at 80 weeks of age.

Bone mineral density and bone mineral content, however, remained similar between genotypes (Figure 2A). Thus, the differences in body weight can be attributed to reduced fat content as the consequence of TRF1 abrogation.

**Figure 2:**
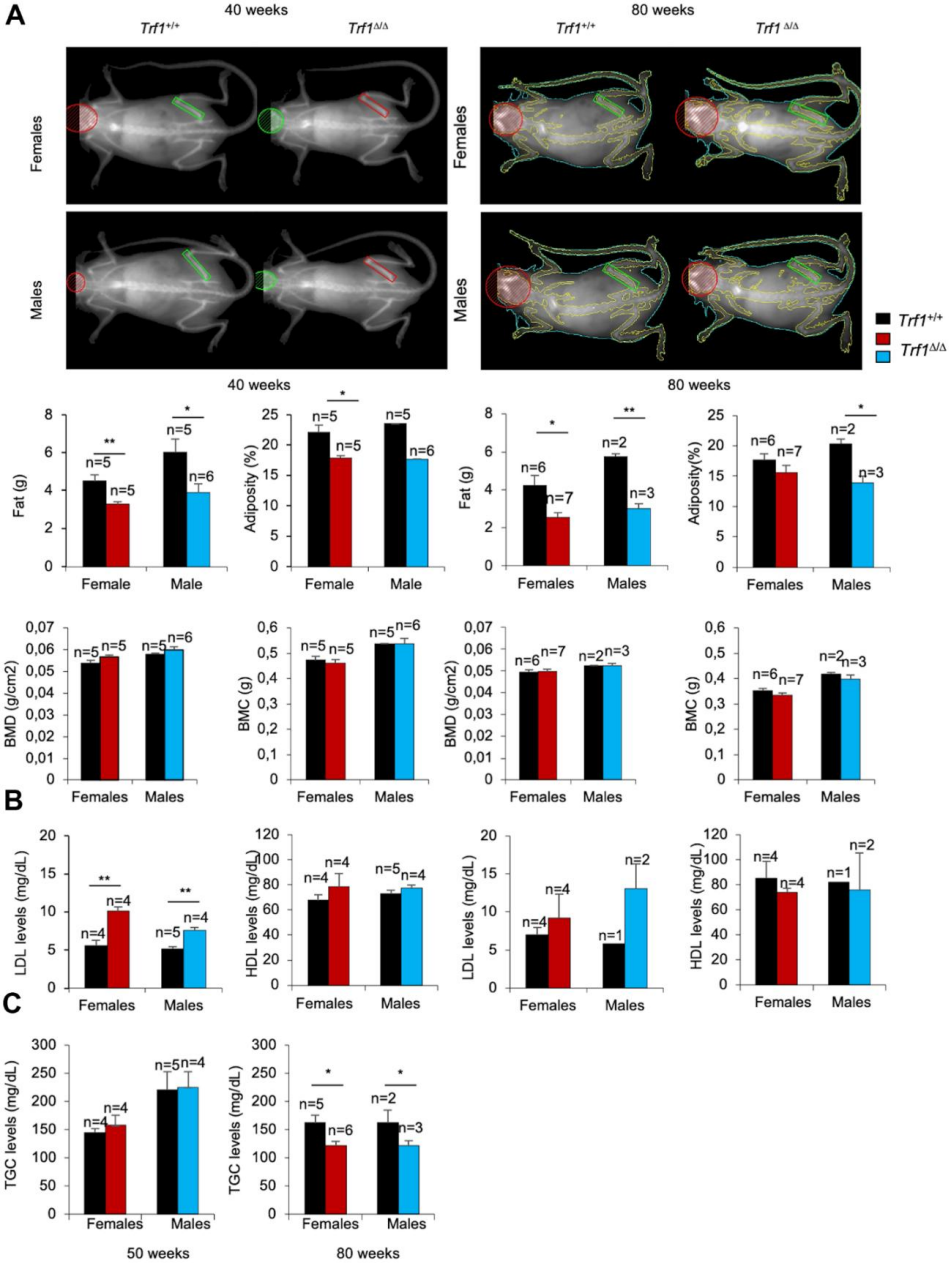
**The fat content is reduced in *Trf1****^Δ/Δ^* **mice**. (**A**) Top: representative images of *Trf1^+/+^* and *Trf1^Δ/Δ^* females and males obtained with Dual-energy X-ray absorptiometry (DEXA). Bottom: Quantification of fat (g), adiposity (%), bone mineral density (g/cm^2^) and bone mineral composition (g) measured obtained by Dual-energy X-ray absorptiometry (DEXA) at 40 and 80 weeks respectively. Note that *Trf1^Δ/Δ^* have less adiposity and fat content compared to wild-types. (**B**) LDL and HDL levels in serum 40- and 80- week-old-mice of the indicated gender and genotype. *Trf1^Δ/Δ^* of 40 weeks mice exhibited more LDL levels (mg/dL) in both sexes. (**C**) Triglycerides levels in serum in 50 and, 80 weeks old mice of both genotype and gender. Note that older (80 weeks) *Trf1^Δ/Δ^* mice had lower TGC (triglycerides) levels in serum compared to wild-types. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**A**–**C**)

Next, we set to measure several metabolic parameters in blood. Of note, LDL cholesterol levels were significantly higher in 40 weeks old *Trf ^Δ/Δ^* male and female mice compared to wild-type controls, while plasma HDL cholesterol levels remained similar (Figure 2B).

This trend persisted at 80 weeks of age; however, differences in both LDL and HDL levels did not reach statistical significance (Figure 2B). Plasma triglycerides levels were similar in 50 weeks old *Trf1^Δ/Δ^* and wild-type mice but were significantly decreased at 80 weeks of age in *Trf1^Δ/Δ^* mice of both genders (Figure 2C). None of the other metabolic and blood chemistry parameters tested showed significant differences between genotypes (Supplementary Figure 1D). Altogether, these findings indicate that *Trf1* deletion induced a persistent weight reduction due to decrease adiposity.

### Mice lacking TRF1 in the whole organism show improved glucose and insulin metabolism with aging

Given the unprecedented effect of *Trf1* deletion on reducing fat content and body weight, we next set to address whether *Trf1* abrogation affected other major metabolic parameters, such as glucose and insulin metabolism. At thirty-six weeks of age, *Trf1^Δ/Δ^* mice showed improved glucose tolerance compared to wild-type controls, reaching statistical significance in the case of females (Figure 3A). In turn, at eighty weeks of age, *Trf1^Δ/Δ^* males showed better glucose tolerance compared to wild-type controls. Accordingly, both *Trf1^Δ/Δ^* male and female mice showed an improved tolerance to insulin at eighty weeks of age compared to wild-type mice (Figure 3B). Of note, upon fasting, however, we found similar glucose and insulin levels in both genders at eighty weeks of age. The derived insulin resistance and insulin sensitivity indices, *ho*meostatic *m*odel *a*ssessment (HOMA-IR), and *qu*antitative *i*nsulin sensitivity *c*hec*k i*ndex (QUICKI), respectively, revealed improved insulin resistance and increased insulin sensitivity in *Trf1* deleted mice of both genders at eighty weeks of age (Figure 3C). In summary, *Trf1^Δ/Δ^* mice exhibit an enhanced glucose metabolism with aging.

**Figure 3:**
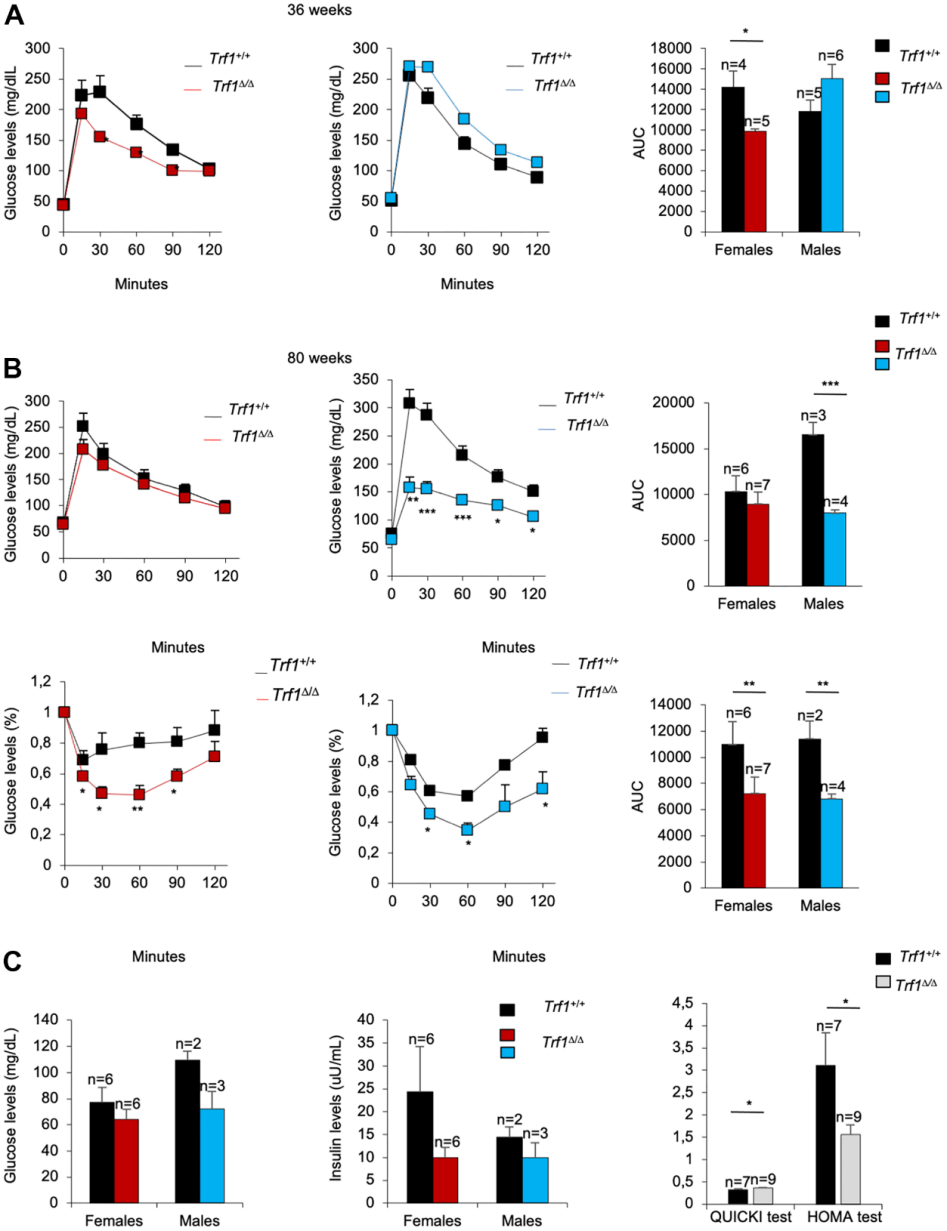
***Trf1^Δ/Δ^* mice show better tolerance to glucose.** (**A**) Glucose tolerance test in 36-week-old-mice. Left: fasting glucose levels (mg/dl) measured at different time points (minutes) in females and males. Right: quantification of the area under the glucose tolerance test curve (AUC) in females and males. Note that *Trf1 ^Δ/Δ^* females have lower glucose levels compared to wild-types. (**B**) Glucose and insulin tolerance test in 80-week-old-mice. Up: Glucose tolerance test. Left: fasting glucose levels (mg/dl) measured at different time points (minutes). Right: quantification of the area under the glucose tolerance test curve (AUC) in females and males. Bottom: Insulin tolerance test. Left: glucose levels (%) relative to glucose levels in fasting measured at different time points (minutes). Right: quantification of the area under the insulin tolerance test curve (AUC) in females and males. Note that *Trf1^Δ/Δ^* males have a better tolerance to glucose than wild-types. In addition, *Trf1^Δ/Δ^* mice showed better tolerance to insulin. (**C**) Fasting glucose and fasting insulin levels, derived HOMA-IR insulin-resistance quantification, and QUICKI insulin sensitivity quantification of 80-week-old males and females. Note that *Trf1^Δ/Δ^* have increased insulin sensitivity and improved insulin resistance shown by QUICKI and HOMA-IR index respectively. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**A**–**C**)

### Mice lacking TRF1 in the whole organism show normal fitness

We next determined whether decreased body weight and improved lipid, glucose and insulin metabolism in *Trf1^Δ/Δ^* mice could be attributed to a lower food intake or to an increase physical activity as the consequence of TRF1 protein abrogation. To this end, we subjected forty-three weeks old females to metabolic cages. Due to the limited space, we could not study male mice. We found that *Trf1*-deficient females produce more volume of dioxide (VCO2) and tend to use more energy compared to wild-type females during light cycles. The production of more volume of CO2 and the use of more energy indicates an increase metabolic rate of females without *Trf1* compared to wild-type controls (Figure 4A). Of interest, in spite of their lower weight, *Trf1^Δ/Δ^* mice showed a higher food intake, indicating that the lower body weight is not the consequence of a lower food intake (Figure 4A). We did not find any differences between genotypes in the respiratory quotient (RQ), activity, and rearing (Figure 4A). At eighty-two weeks of age, we found significantly lower levels of VCO2, volume of oxygen (VO2), and energy consumed in *Trf1^Δ/Δ^* mice of both genders compared to wild-types controls (Figure 4B). At this age, no differences between genotypes were observed in activity, rearing and respiratory quotient (Figure 4B). In summary, the leanness observed in *Trf1^Δ/Δ^* mice cannot be attributed to reduced food intake or increased physical activity levels. Interestingly, in forty-three weeks old females, the absence of TRF1 leads to heightened metabolic activity as evidenced by increased production of CO2 volume, higher energy consumption, and elevated food intake compared to wild-type controls.

**Figure 4:**
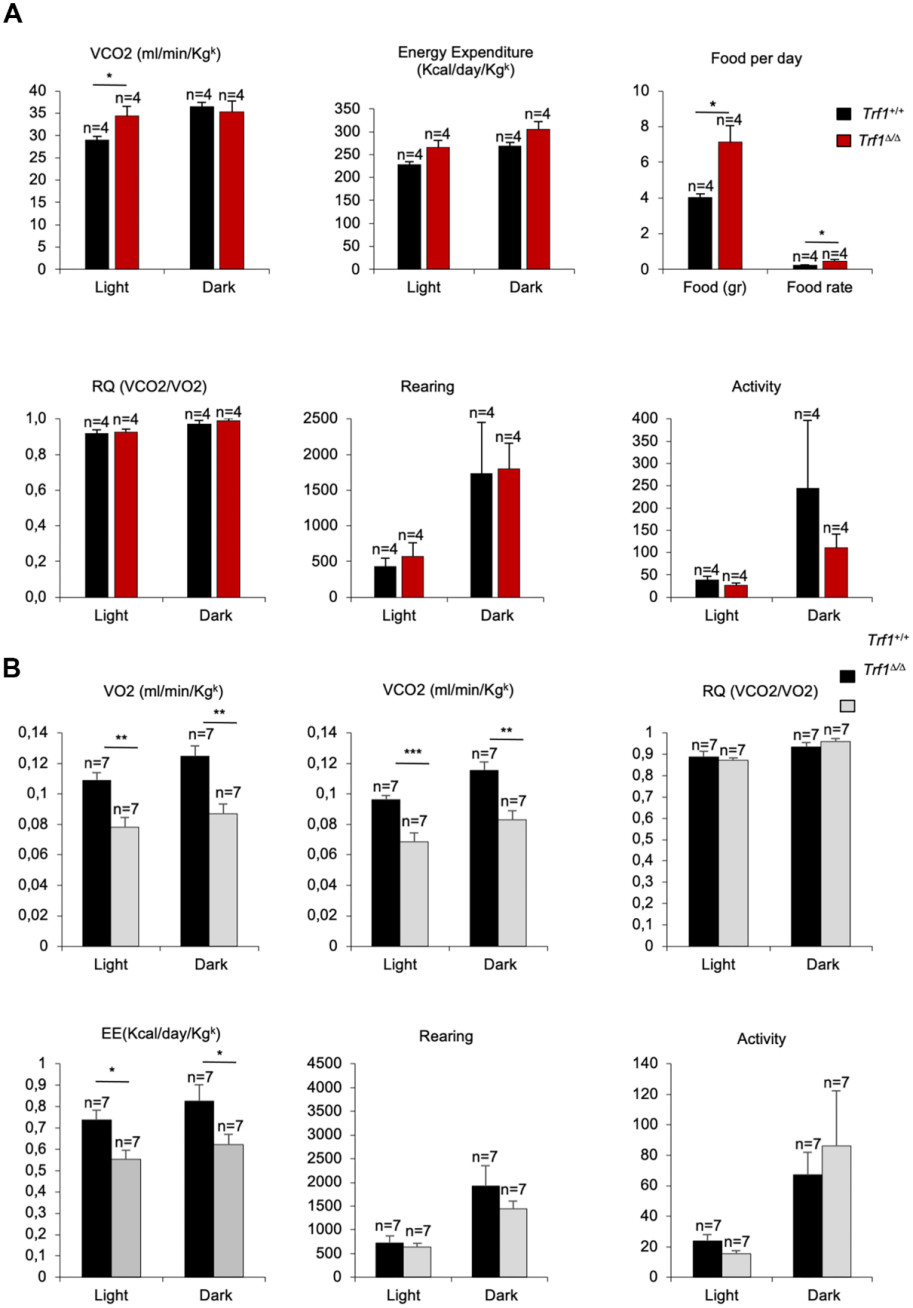
***Trf1^Δ/Δ^* deleted mice show enhanced fitness compared to wild type mice**. (**A**) Volume of dioxide produced (VCO2) (ml/min/Kg^k^), energy expenditure rate (EE) (Kcal/day/Kg^k^), food intake per day, respiratory quotient (RQ), rearing and activity monitorization during light and dark cycles in metabolic cages in 43 weeks females’ mice. Note that females without *Trf1* produce more volume of CO2, tend to consume more energy, and have higher food intake than wild-types. (**B**) Volume of oxygen consumed (VO2), volume of carbon dioxide produced (VCO2) (ml/min/Kg^k^), respiratory quotient (RQ), energy expenditure rate (EE) (Kcal/day/Kg^k^), activity and rearing monitorization during light and dark cycles in 80 weeks females and male’s mice. Note that *Trf1^Δ/Δ^* mice had significantly lower VO2, VCO2, and energy expenditure compared to wild-types. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**A**, **B**)

### Gene expression changes in mice lacking TRF1

To gain a deeper understanding on the molecular mechanisms by which TRF1 can influence metabolism, we performed an RNA sequencing (RNA-seq) on the livers of fifteen weeks old *Trf1*^+/+^ and *Trf1^Δ/Δ^* female mice. This early time-point is previous to the differences in weight between genotypes (Figure 5A). 

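Liver RNA was sequenced from 5 Trf1+/+ and 5 Trf1Δ/Δ female mice, with 1 library per liver and no pooling. In the Trf1Δ/Δ mice, tamoxifen activated a ubiquitously expressed Cre recombinase that removes the floxed Trf1 gene. The paper gives 10 weeks as the age at the start of tamoxifen and 15 weeks as the age at sacrifice, 5 weeks later. The labels of the deposited data also give 15 weeks at sacrifice, but they describe the mice as 15 weeks old when the 5 weeks of injections took place. Libraries were made by oligo-dT priming, so that reads come from the 3′ ends of transcripts. The authors trimmed adaptors and poly(A) tails, aligned the reads to GRCm39 with STAR, counted them per gene with featureCounts and GENCODE vM27, and normalized the counts with DESeq2. The deposited values are these normalized counts, in which every count of a liver is divided by 1 size factor. Each liver's values were whole multiples of a single step, from which whole read counts were recovered. The Trf1+/+ livers had between 7646202 and 9085485 reads on listed genes, with a median of 8873845, and the Trf1Δ/Δ livers had between 9032414 and 10508708, with a median of 9575309. The reads carry no molecular identifiers in what the paper describes, so these depths bound counting error only. For the comparison of genotypes, 1 was added to each normalized count before the log2 transform, and the 14799 genes with a mean of at least 5 normalized counts over the 10 livers were tested with limma-trend and Benjamini-Hochberg adjustment. Replicate numbers were not used as pairs. Gene positions are those of GRCm39 in GENCODE vM39, a later release of the annotation than the one the authors counted with.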

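Trf1, listed under its symbol Terf1, lies on chromosome 1 from 15875840 to 15914280. Its normalized count was 175 ± 22.5 (SD, n = 5 livers) in Trf1+/+ and 26.9 ± 11.5 (SD, n = 5) in Trf1Δ/Δ livers. The log2 fold change was -2.75 (standard error 0.27, adjusted p = 1.8e-04 from limma-trend), and every Trf1Δ/Δ liver was below every Trf1+/+ liver (exact two-sided permutation test, p = 0.00794, the smallest p that 5 livers against 5 allow). With each liver left out in turn, it stayed between -2.94 and -2.55. In all, 308 of the 14799 genes had an adjusted p under 0.05, of which 187 were higher and 121 lower in Trf1Δ/Δ livers. With sample quality weights, the alternative that moved this count most, it was 969, and with DESeq2 on the recovered reads it was 820. The 5 genes with the largest rises and the 5 with the largest falls were taken among those past the threshold with every Trf1Δ/Δ liver beyond the Trf1+/+ median. The processed pseudogene Rps13-ps2, on chromosome 7 from 88179654 to 88180106, had 2.66 ± 2.98 normalized counts (SD, n = 5) in Trf1+/+ and 529 ± 146 (SD, n = 5) in Trf1Δ/Δ livers, a log2 fold change of 7.61. Rpl3, on chromosome 15 from 79961825 to 79976069, rose from 15.7 ± 13.0 to 802 ± 258 normalized counts (SD, n = 5 each), a log2 fold change of 5.85. Counts on a processed pseudogene and on a ribosomal protein gene can include reads from other copies of the same sequence. Serpina3c, on chromosome 12 from 104110471 to 104141177, had a log2 fold change of 6.71 (standard error 1.57, adjusted p = 0.0482 from limma-trend), but its 5 Trf1Δ/Δ livers ranged from 16.8 to 8374 normalized counts, and it passed the threshold in 10 of 22 alternatives. The long noncoding RNA Gm15723, on chromosome 10 from 114636431 to 114653888, had a log2 fold change of 4.93. Lncbate1, on chromosome 8 from 109279883 to 109311847, was listed at no more than 1.74 normalized counts in any Trf1+/+ liver and at 75.2 ± 27.6 (SD, n = 5) in Trf1Δ/Δ livers. The largest fall was that of Dct, on chromosome 14 from 118250202 to 118289656, from 1012 ± 526 to 5.11 ± 0.794 normalized counts (SD, n = 5 each), a log2 fold change of -7.22 (standard error 0.32, adjusted p = 1.9e-07 from limma-trend). Ctrb1, Prss2, 2210010C04Rik and Rnase1, genes of the exocrine pancreas, had log2 fold changes between -6.40 and -5.69. Prss2 ranged from 56.3 to 3442 normalized counts between Trf1+/+ livers. Pancreas tissue in some samples is a candidate explanation for these falls, and a change in liver cells cannot be told apart from it. In 1 Trf1Δ/Δ liver, replicate 5, there were 301.7 normalized counts of Ctrb1 where the other 4 had at most 2.59, and these 4 genes passed the threshold in only 6 or 7 of 22 alternatives.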

Surprisingly, even at this early age, we observed increased liver weight, a phenomenon not previously noted in older mice, along with reduced mass of white adipose tissue in *Trf1^Δ/Δ^* mice compared to wild-type controls (Figure 5B). The higher liver weight in mice lacking Trf1 was unexpected, as all observed phenotypes thus far have been associated with improved metabolic aging and lower body weight. The decreased mass of white adipose tissue is consistent with the lower adiposity observed in the older cohort. Similarly, in line with these observations, fifteen weeks *Trf1*-deficient mice exhibited fewer fat droplets in their brown adipose tissue compared to wild-type controls. (Figure 5D).

**Figure 5:**
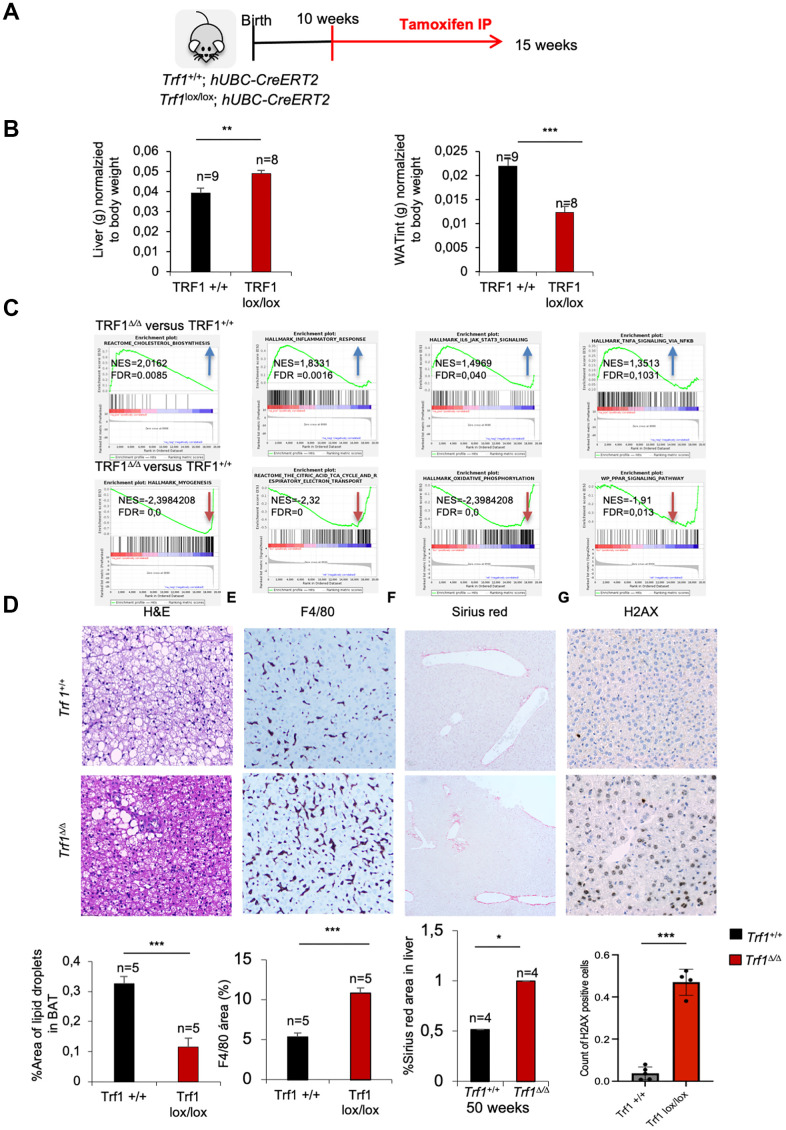
**Deletion of Trf1 induces differences in tissue weight in early stages, before body weight differences**. (**A**) Experimental plan: *Trf1*^+/+^ and *Trf1*^lox/lox^; *hUBC-CreERT2* female mice were treated with tamoxifen at 10 weeks of age. Mice were euthanized 5 weeks after tamoxifen treatment. (**B**) Weight of liver and white adipose tissue (grams) normalized to body weight. Note that *Trf1 ^Δ/Δ^* liver weighted more compared to the wild-types, while the opposite was observed for white adipose tissue. (**C**) Gene expression data obtained by RNA-seq of liver samples of 15 weeks *Trf1*^+/+^ and *Trf1^Δ/Δ^* was analyzed by GSEA to determine significantly enriched gene sets. GSEA plots for the indicated pathways in liver samples for *Trf1^Δ/Δ^* versus *Trf1*^+/+^ mice. The red to blue horizontal bar represents the ranked list. Genes located at the central area of the bar show small differences in gene expression between the pairwise comparisons. Genes with higher expression levels are located at the red edge while the genes with lower expression levels are located at the blue edge of the bar. Blue and red arrows indicated downregulation and upregulation, respectively, of the pathway in the pairwise comparisons. (**D**) Representative image and quantification of area of lipid droplets in brown adipose tissue. *Trf1^Δ/Δ^* had lower lipid droplets in brown adipose tissue. (**E**) Representative images and quantification of liver stained with F4/80 immunohistochemistry staining. Note that *Trf1^Δ/Δ^* presents higher macrophage infiltration. (**F**) Sirius red staining in the liver of 50-week- old females represented in images and quantification of the area of Sirius red staining. Note that 50 weeks of age *Trf1^Δ/Δ^* females have a higher area of Sirius red staining. (**G**) H2AX staining in the liver of RNAseq cohort of female mice. Note that *Trf ^Δ/Δ^* female mice have more DNA damage than wild-types. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**B**, **D**)

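Genes were ranked by the moderated t of the genotype comparison, and each of 9 hand-written lists for the pathways the paper names was tested by preranked enrichment (fgsea, 1000 gene permutations). The lists are not the gene set files used by the authors. The normalized enrichment score (NES) was 2.48 for cholesterol biosynthesis (22 genes tested), 2.40 for the inflammatory response (145 genes), 2.21 for IL6-JAK-STAT3 signaling (73 genes) and 2.00 for TNFA signaling via NFKB (160 genes). Each had a gene permutation q of 0.00212 over the 9 lists, the smallest that the permutations gave. Gene permutation does not measure the spread between livers, so the mean z-score of each list was also compared between the 5 Trf1+/+ and 5 Trf1Δ/Δ livers. The difference in score was 1.03 for cholesterol biosynthesis (exact two-sided permutation test, p = 0.0159), 0.468 for the inflammatory response (exact p = 0.00794), 0.517 for IL6-JAK-STAT3 signaling (exact p = 0.00794) and 0.383 for TNFA signaling via NFKB (exact p = 0.0238). After adjustment over the 9 lists these exact p-values were 0.0357 for the first 3 lists and 0.0429 for the last. In each of the 4 lists, all 5 Trf1Δ/Δ livers lay above the Trf1+/+ median. The lists share genes, since 58 of the 160 TNFA genes and 34 of the 73 IL6-JAK-STAT3 genes are on another list. Among the alternatives set before the data were examined, ranking by log2 fold change gave all 4 lists their lowest NES. It was 2.17 for cholesterol biosynthesis, 1.97 for the inflammatory response, 1.78 for IL6-JAK-STAT3 signaling and 1.70 for TNFA signaling.

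**Figure D1:**
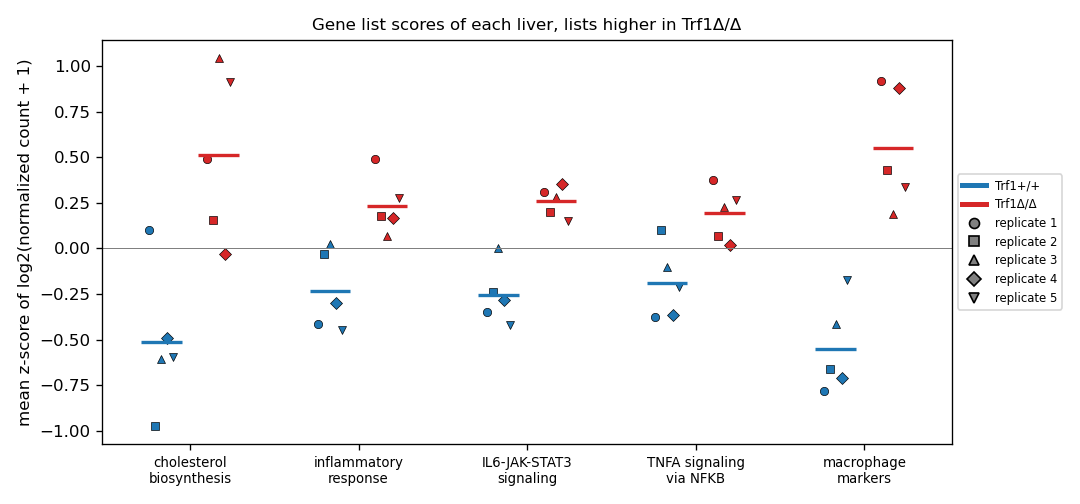
Mean z-score of log2(normalized count + 1) over the genes of each list (vertical axis) for 5 Trf1+/+ (blue) and 5 Trf1Δ/Δ (red) livers; each marker is a liver and each bar a group mean. For the inflammatory response, the 5 Trf1Δ/Δ livers lie between 0.0659 and 0.490, above the highest Trf1+/+ liver at 0.0233.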

Gene set enrichment analysis (GSEA) of *Trf1^Δ/Δ^* versus control *Trf1*^+/+^ RNA sequencing data showed that cholesterol biosynthesis and inflammatory pathways: inflammatory response, IL6-JAK-STAT3 signaling and TNFA signaling via NFKβ (Figure 5C) (Supplementary Figure 2A) were upregulated in *Trf1^Δ/Δ^* mice compared to wild-type mice. The upregulation of cholesterol biosynthesis was surprising; however, it explains the higher LDL serum plasma levels observed in *Trf1*-deficient mice. On the other hand, *Trf1* depletion has been described to cause inflammation [14, 25], in agreement with the upregulation of inflammatory pathways found here. 

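Of the 22 cholesterol biosynthesis genes tested, 8 had an adjusted p under 0.05 over all genes tested and all 8 were higher in Trf1Δ/Δ livers, while 15 passed when adjusted over the list alone. The 3 genes with the largest moderated t were Cyp51, Sqle and Msmo1. Cyp51, on chromosome 5 from 4123416 to 4154751, had 653 ± 85.7 normalized counts (SD, n = 5) in Trf1+/+ and 1814 ± 564 (SD, n = 5) in Trf1Δ/Δ livers, a log2 fold change of 1.42 (standard error 0.21, adjusted p = 0.00449 from limma-trend). Sqle, on chromosome 15 from 59186869 to 59203043, rose from 240.4 ± 83.01 to 695 ± 194 normalized counts (SD, n = 5 each), a log2 fold change of 1.55 (standard error 0.25, adjusted p = 0.00779 from limma-trend). Msmo1, on chromosome 8 from 65170603 to 65186830, rose from 885 ± 235 to 2287 ± 791 (SD, n = 5 each), a log2 fold change of 1.34. For each of these genes every Trf1Δ/Δ liver exceeded every Trf1+/+ liver (exact permutation test, p = 0.00794). The paper states that this upregulation explains the higher LDL levels in serum of Trf1-deficient mice. Those levels were measured in mice older than the 15 weeks of these livers, and at a still later age the difference was not significant. On a high-fat diet the paper found lower LDL in Trf1Δ/Δ mice, reaching significance in females only.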

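On the inflammatory response list, 11 of the 145 genes had an adjusted p under 0.05, 10 of them higher in Trf1Δ/Δ livers, and 24 passed when adjusted over the list alone. The IL6-JAK-STAT3 list held 7 such genes, 6 of them higher, and the TNFA list 5, 4 of them higher. Csf1, on chromosome 3 from 107648364 to 107667806, led the IL6-JAK-STAT3 and TNFA lists and was second on the inflammatory list. Its normalized count was 52.3 ± 9.26 (SD, n = 5) in Trf1+/+ and 191 ± 73.0 (SD, n = 5) in Trf1Δ/Δ livers, a log2 fold change of 1.78 (standard error 0.26, adjusted p = 0.00363 from limma-trend). Cybb, on chromosome X from 9301491 to 9354010, had a log2 fold change of 1.45 (standard error 0.20, adjusted p = 0.0032 from limma-trend). The change was 1.00 for Cd44, on chromosome 2 from 102641486 to 102732010, and 0.89 for Irf1, on chromosome 11 from 53660812 to 53669200. Adgre1, which encodes F4/80 and lies on chromosome 17 from 57665573 to 57790527, had 225 ± 31.7 normalized counts (SD, n = 5) in Trf1+/+ and 392 ± 69.5 (SD, n = 5) in Trf1Δ/Δ livers, a log2 fold change of 0.79 (adjusted p = 0.0213 from limma-trend). In these 5 genes every Trf1Δ/Δ liver was above every Trf1+/+ liver (exact permutation test, p = 0.00794). Of the genes behind the pathway names, Nfkb1 changed by 0.22 (adjusted p = 0.482 from limma-trend) and Rela by -0.56 (adjusted p = 0.191 from limma-trend). Every Trf1Δ/Δ liver was below the Trf1+/+ median for Rela (exact permutation test, p = 0.0397). The transcript levels of these 2 genes do not measure the activity of the pathway. Tnf and Il6 had at most 4.36 and 2.96 normalized counts in any liver and were not tested with limma-trend (exact permutation test, p = 0.5 and 0.476). A small difference in them was not detectable at this depth, but neither rose to a high count. A rise from as low a level could be called, as for the long noncoding RNA Gm42743. It had at most 0.872 normalized counts in Trf1+/+ and 4.21 to 18.2 in Trf1Δ/Δ livers (adjusted p = 0.0138 from limma-trend).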

In line with these findings, we observed increased macrophage infiltration as determined by F4/80 immunohistochemistry staining in liver *Trf1^Δ/Δ^* mice compared to the wild-type controls (Figure 5E). Furthermore, adiponectin, a hormone involved in glucose and fatty acid metabolism was found upregulated in the RNAseq data. On the other hand, we observed a significant downregulation of pathways related to myogenesis, the citric acid TCA cycle and respiratory electron transport, adipogenesis, oxidative phosphorylation and PPAR signaling in *Trf1^Δ/Δ^* mice compared to wild-type mice (Figure 5C). 

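Adiponectin is encoded by Adipoq, which lies on chromosome 16 from 22964106 to 22976810. Its normalized counts were 1.98, 34.02, 0, 0 and 4.87 in Trf1+/+ replicates 1 to 5, and 0, 0.987, 0, 0 and 98.1 in Trf1Δ/Δ replicates 1 to 5. The means were 8.18 ± 14.6 (SD, n = 5) and 19.8 ± 43.8 (SD, n = 5), and the mean of Trf1Δ/Δ livers was higher because of replicate 5 alone. On the log2 scale the change was -0.33 (standard error 1.37, adjusted p = 0.938 from limma-trend), and the exact permutation test gave p = 0.762. Without Trf1Δ/Δ replicate 5 the log2 fold change was -1.60, and without Trf1+/+ replicate 2 it was 0.49. DESeq2 and edgeR on the recovered reads gave 1.28 and 1.24, and edgeR's adjusted p was 0.753, and over all alternatives with an adjusted p it lay between 0.610 and 0.994. A count of 0 in a liver allows up to 3 reads, so that 2 Trf1+/+ and 3 Trf1Δ/Δ livers set no lower level for the gene. Fabp4 had 216 normalized counts in Trf1Δ/Δ replicate 5 and at most 34.7 in the other Trf1Δ/Δ livers. Cfd and Plin1, chosen after their values were seen, had 275 and 41.8 normalized counts in that liver, against at most 2.71 and 1.81 in the other Trf1Δ/Δ livers. Among Trf1+/+ livers, replicate 2 had 57.6 of Cfd, 22.7 of Plin1 and 63.7 of Fabp4, and replicate 5 had 30.5 of Cfd and 58.5 of Fabp4.

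**Figure D2:**
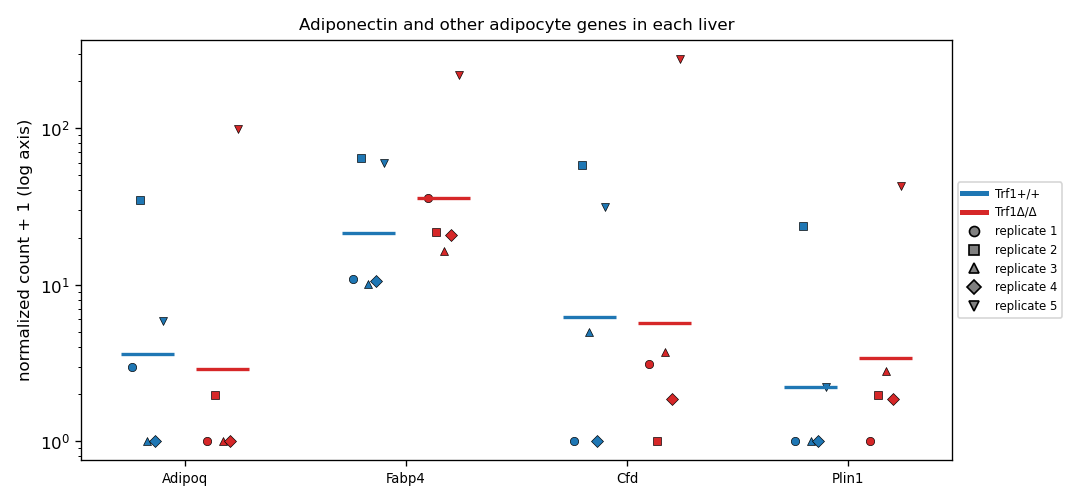
Normalized counts plus 1 (log axis) of Adipoq and 3 other genes of adipocytes in 5 Trf1+/+ (blue) and 5 Trf1Δ/Δ (red) livers; each marker is a liver and each bar the geometric mean of a group. Trf1Δ/Δ replicate 5 is the highest liver for all 4 genes, with 98.1 normalized counts of Adipoq.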

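By the same preranked enrichment, the NES was -1.77 for myogenesis (155 genes tested), -2.43 for the citric acid TCA cycle and respiratory electron transport (146 genes), -1.95 for adipogenesis (189 genes), -2.48 for oxidative phosphorylation (193 genes) and -2.02 for PPAR signaling (65 genes), each with a gene permutation q of 0.00212. Compared between the 5 Trf1+/+ and 5 Trf1Δ/Δ livers, the list scores differed by -0.341 for myogenesis (exact two-sided permutation test, p = 0.135), -0.470 for the TCA cycle and electron transport (exact p = 0.0873), -0.315 for adipogenesis (exact p = 0.0159), -0.483 for oxidative phosphorylation (exact p = 0.143) and -0.364 for PPAR signaling (exact p = 0.0476). Over the 9 lists the adjusted exact p was 0.0357 for adipogenesis and 0.0714 for PPAR signaling. For the other 3 lists the exact test gave no difference past 0.05 before or after adjustment. Trf1+/+ replicate 2 scored 1.20 for myogenesis, where no other liver exceeded 0.0288. Trf1+/+ replicate 5 scored 1.57 for oxidative phosphorylation and 1.54 for the TCA cycle and electron transport, where no other liver exceeded 0.0628 and 0.112. It scored 0.765 for adipogenesis, where no other liver exceeded 0.125, and without it the adipogenesis difference was -0.163 (exact permutation p = 0.0397). Without Trf1Δ/Δ replicate 1, 2, 4 or 5 the exact p for adipogenesis was between 0.0556 and 0.0952, and with 1 liver left out that for PPAR signaling ran from 0.0397 to 0.111. In the fry test, which takes the correlation between genes from the livers, myogenesis, oxidative phosphorylation and the TCA cycle list had q = 0.270. The other 6 lists passed the threshold of 0.25 in that test, whereas camera with a preset correlation of 0.01 passed all 9. On the adipogenesis list, 8 genes had an adjusted p under 0.05, of which 6 were lower in Trf1Δ/Δ livers, and 9 passed when adjusted over the list alone. Crat, on chromosome 2 from 30289300 to 30306340, fell from 261 ± 33.3 to 119 ± 19.2 normalized counts (SD, n = 5 each), a log2 fold change of -1.13 (standard error 0.16, adjusted p = 0.00308 from limma-trend). The log2 fold change was -0.83 for Nkiras1, on chromosome 14 from 4185693 to 4198590, and -0.97 for Arl4a, on chromosome 12 from 40034920 to 40096073.

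**Figure D3:**
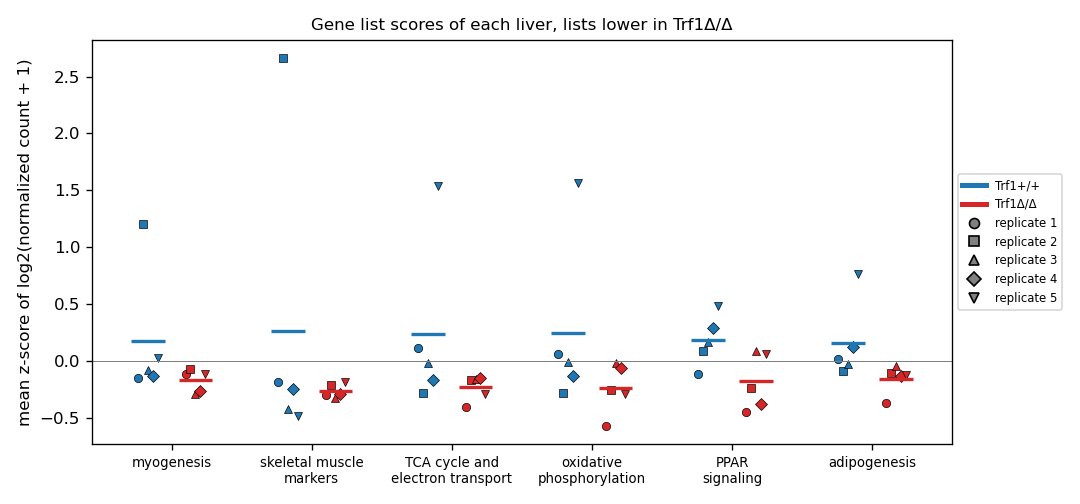
Mean z-score of log2(normalized count + 1) over the genes of 5 pathway lists and of skeletal muscle markers (vertical axis) for 5 Trf1+/+ (blue) and 5 Trf1Δ/Δ (red) livers; each marker is a liver and each bar a group mean. Trf1+/+ replicate 2 stands apart for skeletal muscle markers at 2.66, and Trf1+/+ replicate 5 for oxidative phosphorylation at 1.57.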

Hepatic stellate cells (HSCs) are quiescent liver-resident cells responsible for vitamin A storage and extracellular matrix (ECM) homeostasis. Upon liver injury or stress, HSCs become activated and transdifferentiated into a myofibroblast-like cells characterized by increased proliferation, contractility, and ECM production. 

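Of the 155 myogenesis genes tested, 4 had an adjusted p under 0.05, 2 of them lower in Trf1Δ/Δ livers, and 4 passed when adjusted over the list alone. Ppp1r3c, on chromosome 19 from 36708523 to 36714070, fell from 574 ± 137 to 197 ± 106 normalized counts (SD, n = 5 each), a log2 fold change of -1.69 (standard error 0.34, adjusted p = 0.0223 from limma-trend). Mylk, on chromosome 16 from 34565580 to 34822790, fell from 2935 ± 314 to 1974 ± 210.4 (SD, n = 5 each), a log2 fold change of -0.57 (adjusted p = 0.0465 from limma-trend), and passed the threshold in 9 of 22 alternatives. Cnn3, on chromosome 3 from 121220146 to 121251856, had a log2 fold change of -0.58 (adjusted p = 0.0944 from limma-trend). Without Trf1+/+ replicate 2, the NES of the list was -0.95 (gene permutation q = 0.605), and this was the only liver without which the list did not pass the threshold of 0.25. That liver had 8669 normalized counts of Ttn and 2519.5 of Acta1, where no other liver had more than 25.4 and 4.94. All 32 listed genes of the skeletal muscle marker list were highest in it. With the skeletal muscle score as a covariate, the NES of myogenesis was -1.12 (gene permutation q = 0.215), and with skeletal muscle genes taken off the list it was -1.55 (gene permutation q = 0.0105), both past that threshold. A list of 16 hepatic stellate cell genes had an NES of 0.89 (gene permutation q = 0.601) and a score difference of 0.0017 (exact permutation test, p = 0.992). A list of 20 genes of fibrosis and myofibroblasts had an NES of -1.43 (gene permutation q = 0.127; score difference -0.373, exact p = 0.397). With 1 liver left out its NES ran from -1.60 to -0.62. Without Trf1+/+ replicate 2 its score difference was -0.0736 (exact p = 0.770). The 3 most abundant stellate cell genes changed in both directions. Dcn changed by 0.40 on the log2 scale (standard error 0.16, exact permutation p = 0.0476, above the Trf1+/+ median in 5 of 5 livers). Tlcd4 changed by -0.60 (standard error 0.20, exact permutation p = 0.0317, below the Trf1+/+ median in 5 of 5 livers) and Ecm1 by -0.15 (standard error 0.13, exact p = 0.198). The 3 most abundant genes of the fibrosis list were Fn1, Sparc and Col1a2. Fn1 changed by -0.06 (standard error 0.19, exact p = 0.786) and Col1a2 by 0.02 (standard error 0.47, exact p = 0.968). Sparc changed by -0.82 (standard error 0.29, exact permutation p = 0.0397, below the Trf1+/+ median in 5 of 5 livers). None of these 6 genes had an adjusted p under 0.05. Among all tested genes of the fibrosis list 1 did, and it was higher in Trf1Δ/Δ livers, while 0 of the stellate cell list did.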

The observed downregulation of myogenesis-related genes in the liver of mice lacking *Trf1*, suggests a shift from normal regenerative processes towards fibrotic remodeling, possibly driven by HSC activation in response to TRF1 abrogation. To test this hypothesis, we performed Sirius Red staining to assess liver fibrosis in the young female mice used for RNA-seq; no differences were observed at this early age. However, livers from fifty-week-old *Trf1^Δ/Δ^* female mice displayed a significantly increased Sirius Red-positive area compared to wild-type controls (Figure 5F).

To investigate the origin of the increased liver fibrosis, we assessed the burden of DNA damage in the livers of fifteen-weeks-old females mice using H2AX staining. We found that *Trf1* deficiency resulted in higher levels of DNA damage compared to wild-types controls (Figure 5G). A sustained DNA damage response following TRF1 depletion has been previously reported (Martínez et al., 2009; Bejarano et al., 2019).

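Of the 193 oxidative phosphorylation genes tested, 2 had an adjusted p under 0.05, 1 in each direction, and of the 146 genes of the TCA cycle and respiratory electron transport, 1 did. None of either list passed when adjusted over the list alone. Ldha, on chromosome 7 from 46490899 to 46505061, is on both lists and fell from 3897 ± 488 to 2593 ± 262 normalized counts (SD, n = 5 each), a log2 fold change of -0.58 (standard error 0.14, adjusted p = 0.0486 from limma-trend), and passed in 8 of 22 alternatives. Ndufs7 changed by -0.70 (adjusted p = 0.0606 from limma-trend), Sco2 by -0.75 (adjusted p = 0.0627 from limma-trend) and Pdha1 by -0.55 (adjusted p = 0.0666 from limma-trend). Without Trf1+/+ replicate 5, the NES was -1.29 for oxidative phosphorylation (gene permutation q = 0.0493) and -1.30 for the TCA cycle and electron transport (gene permutation q = 0.0580), and the exact permutation p of the scores was 0.286 and 0.190. On the PPAR signaling list, 3 of 65 genes had an adjusted p under 0.05, all lower in Trf1Δ/Δ livers, and 14 passed when adjusted over the list alone. Plin5, on chromosome 17 from 56418446 to 56424610, fell from 1025 ± 209 to 373 ± 159 normalized counts (SD, n = 5 each), a log2 fold change of -1.53 (standard error 0.25, adjusted p = 0.00964 from limma-trend). Acox2, on chromosome 14 from 14210395 to 14244262, had a log2 fold change of -0.999 (standard error 0.19, adjusted p = 0.0182 from limma-trend). Cyp4a14, on chromosome 4 from 115343397 to 115353344, had 1233 ± 577 and 125 ± 219 normalized counts (SD, n = 5 each), a log2 fold change of -4.89. None of the receptor and coactivator genes had an adjusted p under 0.05. The log2 fold change of the receptor genes was -0.08 (standard error 0.20) for Ppara, -0.34 (standard error 0.33) for Ppard and -0.06 (standard error 0.31) for Pparg. That of the coactivator genes was -0.0030 (standard error 0.24) for Ppargc1a and -0.17 (standard error 0.22) for Ppargc1b. The sign of the change in Ppara, Ppard, Pparg and Ppargc1a differed between alternatives.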

Finally, other downregulated pathways were key metabolic pathways related with cellular energy production and metabolism regulation: oxidative phosphorylation, citric acid TCA cycle and respiratory electron transport, and PPAR pathway. These pathways provide insights into the observed phenotype of reduced weight and adiposity. Decrease expression of genes related to these pathways’ leads to a reduction in fat storage or deposition. Regarding energy storage, Periodic acid-Schiff (PAS) immunohistochemistry staining without and with diastase on the liver of fifteen-week-old females showed a tendency towards reduced glycogen content in *Trf1^Δ/Δ^* compared to wild-types (Supplementary Figure 2B).

In summary, young *Trf1*-deficient females displayed a higher liver weight, which was concomitant with an upregulation in pathways related to cholesterol biosynthesis and inflammation. We also found a downregulation on myogenesis pathways concomitant with increased DNA damage liver damage and fibrosis as determined by H2AX and Sirius red staining’s respectively. Major metabolic pathways related with energy production and regulation of metabolism homeostasis were also found downregulated in *Trf1*-deficient mice. In addition, white adipose tissue of *Trf1^Δ/Δ^* mice weight less compared to wild-types.

### Mice lacking TRF1 in the whole organism subjected to a high-fat diet show decreased body weight, lower adiposity and cholesterol levels

Next, we addressed the impact of a high-fat diet in the metabolic phenotypes found in TRF1-abrogated mice. Under a high-fat diet, *Trf1^Δ/Δ^* males showed a significant lower body weight, lower total fat content, and lower adiposity compared to wild-type male controls, while this was not observed in female counterparts (Figure 6A). Again, the decreased body weight in males subjected to a high fat diet was not associated to intestinal atrophy as the consequence of TRF1 abrogation as indicated by similar length of the intestinal villi in *Trf1^Δ/Δ^* and wild-type males (Figure 6B).

**Figure 6:**
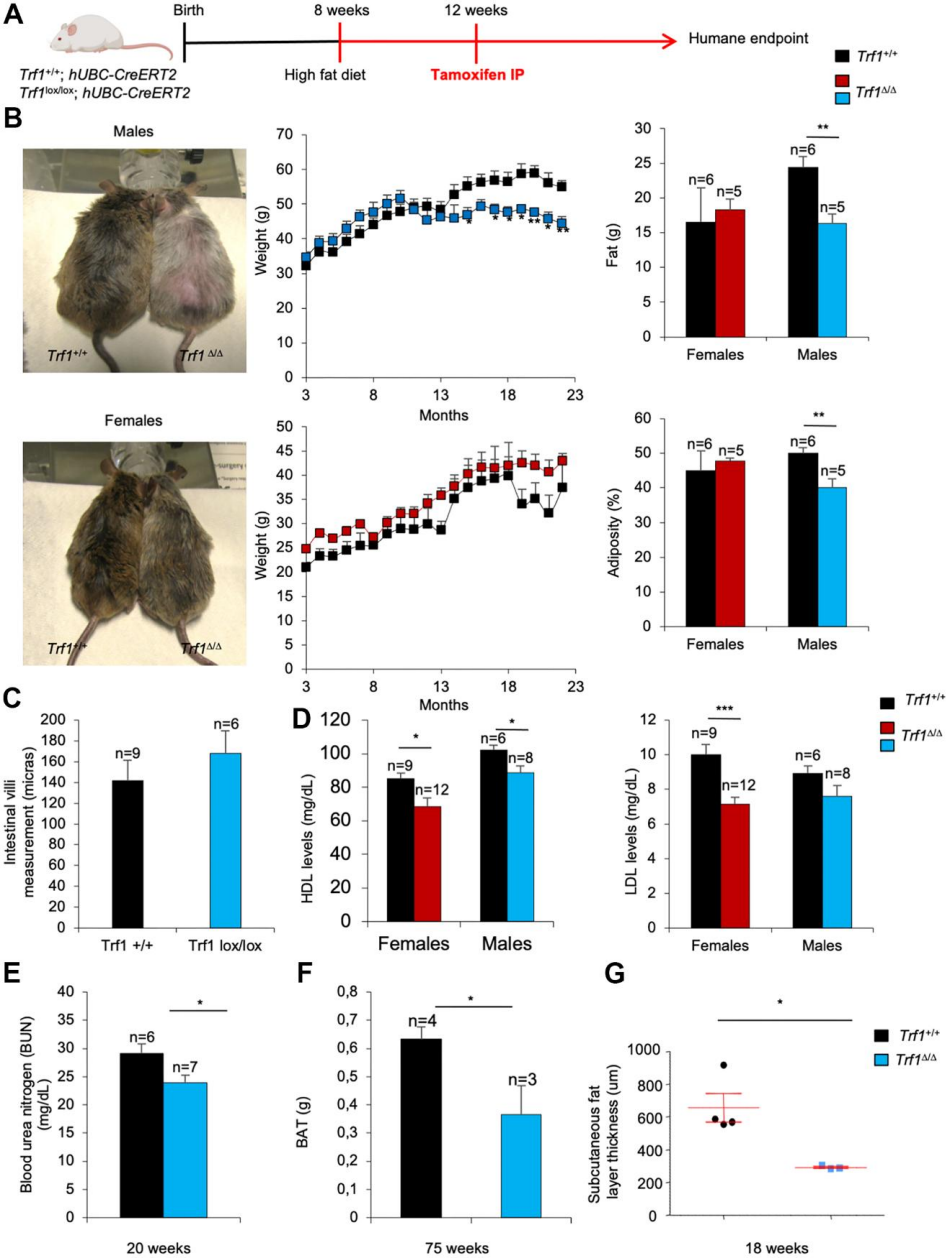
**TRF1 ablation leads to weight loss and less adiposity in high-fat diet males but not in females.** (**A**) Experimental plan: *Trf1*^+/+^ and *Trf1*^lox/lox^; *hUBC-CreERT2* subjected to a high-fat diet at 8 weeks and treated intraperitoneally with tamoxifen at 12 weeks until humane endpoint. (**B**) Representative images of males and females at 17 months (left), weight (center), fat (g) and percentage of adiposity measured by DEXA (right). Note that *Trf1^Δ/Δ^* males weigh less and have lower fat content and adiposity. (**C**) Length measurement of intestinal villi (microns). (**D**) HDL and LDL levels (mg/dL) in serum 18-week-old mice of *Trf1*^+/+^ and *Trf1^Δ/Δ^* in both sexes. (**E**) Measurement of blood urea nitrogen (BUN) in plasma of male mice. (**F**) Weight of brown adipose tissue (BAT) of males. (**G**) Subcutaneous fat layer thickness (um) of males. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**B**–**G**)

At 18 weeks of age both *Trf1^Δ/Δ^* females and males subjected to a HFD showed significantly lower levels of HDL compared to wild-type controls (Figure 6C). Similarly, LDL cholesterol levels were lower in *Trf1^Δ/Δ^* mice of both genders, but this difference only reached statistical significance in *Trf1^Δ/Δ^* females (Figure 6C).

Furthermore, *Trf1^Δ/Δ^* males showed statistically significant lower levels of blood urea nitrogen (BUN) in plasma compared to wild-type controls (Figure 6D), indicating lower kidney damage.

The weight of the brown adipose tissue was also significantly decreased in *Trf1^Δ/Δ^* males compared to wild-type controls (Figure 6E). In addition, the subcutaneous fat layer thickness was strikingly thinner in *Trf1* deleted males compared to wild-type counterparts (Figure 6F). Together, these findings suggest that *Trf1* plays a role in modulating body weight by reducing fat content.

### Mice lacking TRF1 in the whole organism subjected to a high-fat diet show improved glucose metabolism

To explore whether glucose metabolism was also improved in *Trf1^Δ/Δ^* mice subjected to a high-fat diet, we performed a glucose tolerance test. Males without *Trf1* showed a better tolerance to glucose compared to wild-type controls (Figure 7A), however this difference was not observed in similarly treated females (data not shown).

**Figure 7:**
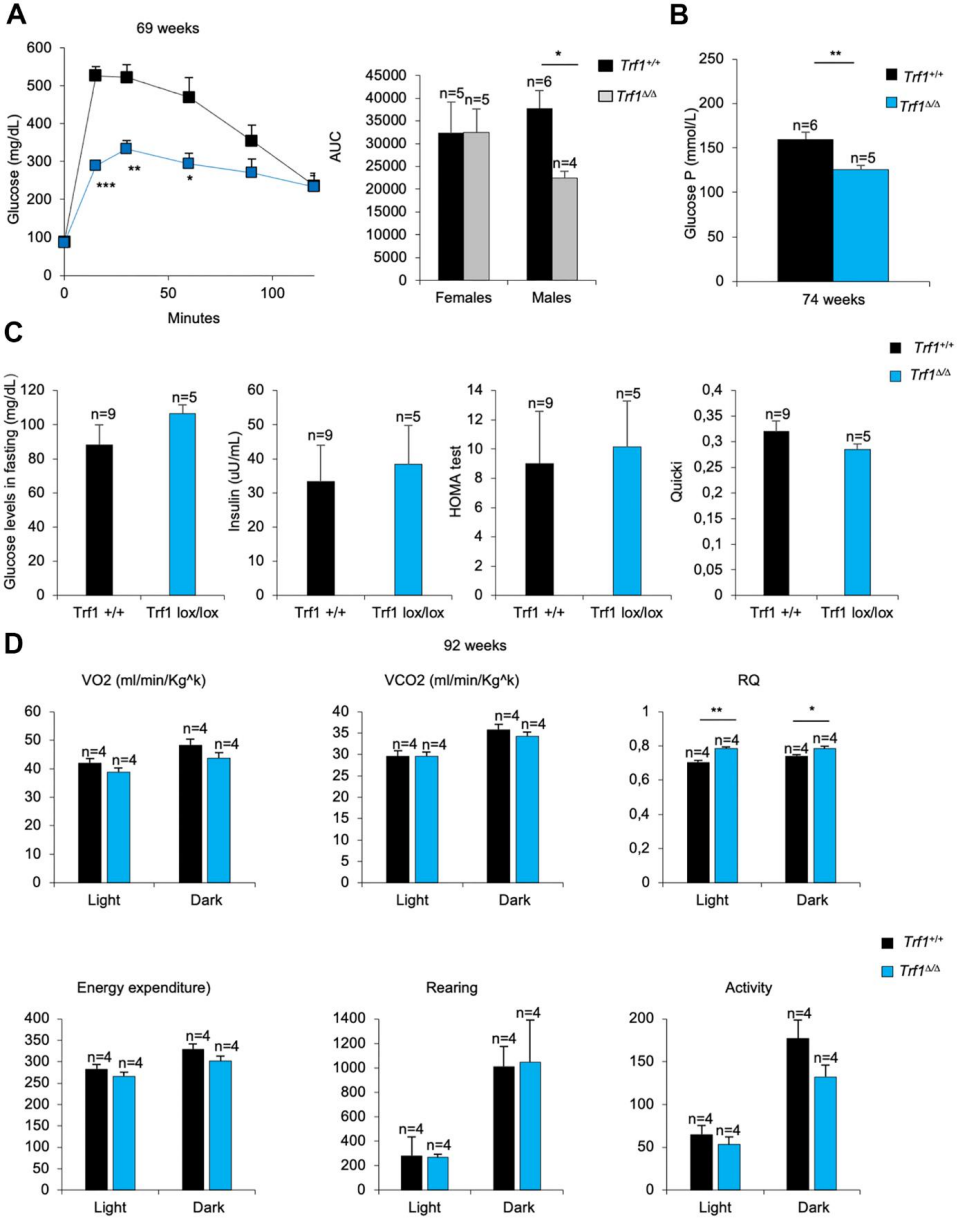
**TRF1 deleted males’ better tolerance to glucose.** (**A**) Glucose tolerance test: glucose levels (mg/dl) in males and quantification of the area under the curve (AUC) in females and males. Note that males without *Trf1* fed with high-fat diet have better tolerance to glucose. (**B**) Plasma glucose P levels in males. (**C**) Males fed in high-fat diet glucose (mg/dL) and insulin levels (uu/mL) in fasting. Derived HOMA-IR insulin resistance quantification, and QUICKI insulin sensitivity quantification in males. (**D**) Volume of oxygen consumed (VO2), volume of carbon dioxide produced (VCO2) (ml/min/Kg^k^), respiratory quotient (RQ), energy expenditure rate (EE) (Kcal/day/Kg^k^), activity and rearing monitorization in 92 weeks males’ mice. Error bars, s.e.m.; only significant values are shown; *P < 0.05; **P < 0.01; ***P < 0.001 determined by two-tailed Student’s *t*-test (**A**–**D**)

To further study the male phenotype, we studied glucose and insulin metabolism. Plasma glucose P levels were strikingly lower in *Trf1* deleted mice compared to wild-type males (Figure 7B). When mice were subjected to fasting, glucose and insulin levels were similar between genotypes. In accordance with mice fed with high-fat diet, both genotypes showed resistance to insulin (Figure 7C). Next, we measured the Respiratory Quotient (RQ) in both genotypes by using metabolic cages. An RQ between 0.7 and 1 indicates that the sources of energy are protein and fat. In high-fat fed mice, the expect RQ should be under 0.7, as fat is the main source of energy. As expected, wild-type males showed an RQ below 0.7 (Figure 7D). In contrast, the RQ in *Trf1*-deficient mice was close to 0.7 (Figure 7D), suggesting that they use protein and fat as energy sources. No differences were observed in VO2, VCO2, energy expenditure, rearing and activity (Figure 7D). Food intake could not be determined as the mice were gnawing the food.

Next, we performed full histological analysis of both male and female of both genotypes mice subjected to high-fat diet mice. Fewer and smaller lipid droplets were observed in liver, white adipose tissue and brown adipose (Supplementary Figure 2C). Again, the *Trf1^Δ/Δ^* mice exhibited a significantly larger H2AX-positive area relative to the total area compared to the wild-type controls. (Supplementary Figure 2D).

Finally, we observed that both *Trf1* deficient male and female mice subjected to both normal and high-fat diets had lower fat accumulation in visceral and gonadal areas compared to wild-type controls at time of death (Supplementary Figure 2E).

These results suggest that *Trf1* abrogation may impede the utilization of fat as main energy source, probably as the consequence to the reduced content of white adipose tissue.

## DISCUSSION

Previous research has suggested a protective role for telomeres in preventing obesity [18, 20]. In particular *Tert-*deficient mice in adipocyte progenitors predisposes to metabolic disease [18] while mice with hyper-long telomeres are significantly leaner and show improved glucose and insulin tolerance [20]. Similarly, our group and others have previously shown a role of the RAP1 shelterin in protecting from obesity and metabolic syndrome [21, 22]. However, a deeper understanding of the role of the shelterin complex in metabolism is largely unknown.

In this regard, a human study previously identified of the TRF1 shelterin protein as a regulator of telomere attrition in obese patients [23]. In line with a potential connection between TRF1 and obesity, we found that mice lacking the TRF1 telomere binding protein showed persistent weight reduction, loss of fat content, and improved glucose and insulin tolerance independently of telomere length. The lower fat content in *Trf1^Δ/Δ^* mice was confirmed by DEXA, including reduced weight of both white and brown adipose tissues, decreased lipid droplets in the brown adipose tissue, a thinner subcutaneous fat layer, as well as reduced presence of triglycerides in blood with age. Of interest, the decreased body weight phenotype was observed in male but no female mice when subjected to a high-fat diet, suggesting a potential hormonal effect. Female mice are often not included in high-fat diet studies because they tend to have greater protection against diet-induced obesity compared to male mice [26, 27].

Given the previously known roles of TRF1 in telomere protection and prevention of a persistent DNA damage response at telomeres [28, 29], as well as in the maintenance of adult stem compartments and tissue homeostasis [14], we first discarded intestinal atrophy as the potential cause of leanness in *Trf1^Δ/Δ^* mice. We also excluded higher activity or lower food intake as the cause of the phenotypes in *Trf1*-deleted mice. Of interest, fifty-week-old females had higher metabolic activity as evidenced by higher VCO2, energy expenditure, and food intake. Moreover, *Trf1*-deficient males had a respiratory quotient (RQ) of approximately 0.8 on both normal and high-fat diets, suggesting they used both fat and protein as energy sources. This is interesting because mice fed with a high-fat diet, tend to have a RQ around 0.7, corresponding to fat being the main energy source. The finding that *Trf1* mice need the use of another energy source together with fat, could be attributed to lower fat content or a deficient capacity of lipid absorbance or storage. This hypothesis agrees with their reduced adiposity and fat content. We also found an improved glucose metabolism in *Trf1^Δ/Δ^* mice in both the normal and the high fat diet. Finally, glycogen storage in the liver was lower in *Trf1* deficient mice compared to wild-type controls.

As mentioned above, a previous clinical study described upregulation of TRF1 in obese patients as a potential major contributor to short telomeres in these patients [23]. However, we did not observe any differences in telomere length between the genotypes, suggesting that the lean phenotype observed here is independent of telomere length changes induced by TRF1 protein depletion.

RNA sequencing data revealed that *Trf1* depletion triggers a cascade of inflammatory responses and upregulates cholesterol biosynthesis pathways in the liver, which is consistent with the observed increase in macrophage infiltration in liver of *Trf1^Δ/Δ^* mice. While chronic inflammation is typically associated with metabolic dysfunction and obesity, the distinct phenotype observed in Trf1-deficient mice, which is characterized by increased inflammation and reduced adiposity, suggests a potential novel role for TRF1 in modulating the interplay between inflammatory and metabolic pathways. Specifically, elevated NF-κB activity has been shown to increase energy expenditure and prevent adiposity, possibly through upregulation of pro-inflammatory cytokines like TNF-α and IL-6, which are known to promote energy expenditure and protect against obesity and insulin resistance [30, 31]. These findings raise the possibility that TRF1 may act as a regulatory node that balances inflammatory signaling in a manner that favors energy expenditure over metabolic dysfunction. In this context, TRF1 loss may promote a catabolic state, contributing to lower fat accumulation and reduced body weight. Further studies are needed to elucidate the mechanistic underpinnings of TRF1’s protective role in regulating the balance between inflammation and energy metabolism. We also observed downregulation of genes related to important metabolic pathways such as oxidative phosphorylation, electron transport chain, myogenesis, the citric acid TCA cycle, respiratory electron transport, adipogenesis, and PPAR signaling pathways in *Trf1^Δ/Δ^* mice compared to wild-type animals. Specifically, the downregulation of the citric acid (TCA) cycle and respiratory electron transport pathways could indicate impaired mitochondrial function and reduced energy production, leading to decreased energy storage and fat deposition. Additionally, the downregulation of adipogenesis is directly correlated with reduced fat formation, explaining the lower fat content observed in these mice. In agreement with this notion, adiponectin, a hormone synthetized in adipose tissue and involved in the metabolism of fatty acids and glucose, was found to be upregulated in the liver of *Trf1^Δ/Δ^* mice. A previous study also described an inverse correlation between adiponectin levels and fat mass [32], in agreement with our findings. On the other hand, the observed decrease in oxidative phosphorylation may result in less effective ATP production, which in turn may lead to a higher catabolic rate to generate energy to meet demands and reduce the fat storage. Finally, we found lower expression of PPAR signaling, known to regulates lipid and energy balance, which may result in reduced lipid uptake and storage in adipose tissue leading to diminished lipid storage. Together, these findings are in agreement with the reduced weight and lower fat phenotypes in mice lacking *Trf1*.

Deficient lipid storage and reduced fat content may also be the consequence of TRF1’s role in stemness [14, 33–35]. TRF1, known for its role in telomere maintenance and stem cell protection, could be essential for the proper functioning of the adipose tissue progenitor pool. Its depletion may compromise adipose stem cell proliferation and differentiation, thereby reducing the generation of new adipocytes and the fat storage capacity. Specifically, fat is produced through the induction of hypertrophy and hyperplasia, and TRF1 depletion may impair fat stem cells, leading to decreased fat storage. Supporting this hypothesis, RNA sequencing data, as previously mentioned, revealed a downregulation of key adipogenesis-related pathways, including PPAR signaling, as well as genes associated with mitochondrial function, oxidative phosphorylation, and the electron transport chain, indicating impaired energy production and adipose progenitor functionality.

Finally, we found that the liver of the *Trf1^Δ/Δ^* female mice weighted more than normal. It has been previously reported that TRF1 depletion causes DNA damage and inflammation [14, 25]. Similarly, young female *Trf1^Δ/Δ^* livers showed increase of inflammation, increased fibrosis and increased DNA damage. These findings maybe the consequence of decreased liver regeneration as the consequence of TRF1 deficiency in agreement with its known role in stemness. Nevertheless, these liver phenotypes were very mild and not accompanied by abnormal liver histology, concomitant with normal levels of ALT, ALP and albumin, which are markers of liver damage.

In summary, we describe here that decreased fat content is the main cause of weight reduction associated to TRF1 abrogation together with a better glucose metabolism. These findings reveal a previously unknown role of TRF1 in the regulation of metabolism.

## MATERIALS AND METHODS

### Mouse models

*TRF1^lox/lox^* mice [29] were crossed with the mouse strain carrying ubiquitously expressed, tamoxifen activated recombinase, *hUBC-CreERT2* [36] to generate TRF1*^+/+^* or TRF1*^lox/lox^*; hUBC-CreERT2 mice. All mice have been maintained at the Spanish National Cancer Centre under specific pathogen-free conditions, with a 12h light-dark cycle in a temperature-controlled room following the recommendations of the Federation of European Laboratory Animal Science Associations (FELASA). All the experiments were approved by the CNIO-ISCIII Ethics Committee and, by Consejería de Medio Ambiente, Administración Local y Ordenación del Territorio (Comunidad de Madrid). All experiments have been performed in accordance with the guidelines for ethical conduct in the care and use of animals as stated in the international guiding principles for biomedical research involving animals, developed by the Council for International Organizations of Medical Sciences (CIOMS). Littermates of the same sex were randomly assigned to either experimental or control groups. Developmental stage of mice is included appropriately in the text and figure legends. Food (Harlan Laboratories and Research Diets) and water were provided ad libitum, unless otherwise noted. The timepoints were selected according to the health status of the mice and the required recovery periods between experiments. This approach helped minimize stress on the animals and ensured stable conditions for the tests.

### Mouse diets

Mice were randomized into test groups and given ad libitum access to either a chow (18% fat, 58% carbohydrates and 24% proteins) (Harlan Laboratories, 2018S) or high-fat diet (45% fat, 35% carbohydrates and 20% proteins) (Research Diets, D12451) at the age of 10 weeks and, 8 weeks in the case of high-fat diet fed mice. Cre-mediated recombination was activated by tamoxifen intraperitoneal injection at 10 weeks and, 12 weeks for high-fat diet mice.

Intraperitoneal injection of tamoxifen was administrated (1mg/injection) 3 times per week for 1-1,5 month and then 1 boost every 15 days. Body weight were measured every week.

### Blood parameters

Blood was collected from the facial vein to an EDTA tube for hemogram analysis using Laser Cell. Metabolic parameters such as ALT, ALP, total bilirubin, creatinine, total cholesterol, albumin and blood urea nitrogen were quantified by Vetscan mammalian liver profile. Plasma was obtained after 4000g, 20 minutes centrifugation. TGC (triglycerides), glucose P, HDL and LDL levels were determined by ABX Pentra (Horiba Medical). Insulin was measured using ultrasensitive mouse insulin ELISA kit (Christal chem ELISA). HOMA-IR was calculated following the formula: fasting insulin [F06DU/mL] x fasting glucose [mg/dL]/22.5. Quicki formula followed was: 1/[log (fasting glucose [mg/dl]) + log (fasting insulin [μU/mL]). The conversion factor used for calculate HOMA and Quicki given by Christal chem ELISA was: 1ng/mL = 24 μIU/mL.

### Body composition analysis

Animals were anaesthetised with 2% isoflurane (Isovet, Braun Vetcare) and total fat, lean and fat masses were measured by Dual energy X-ray Absorptiometry (DEXA) (PIXImus, Lunar Corporation). The analysis was performed using a region of interest (ROI) in the whole body using Lunar PIXImus 2.10 software.

### Gene expression analysis

Total RNA from tissue was extracted with the RNeasy kit (QIAGEN). For RNA-seq experiments, total RNA samples were used. RNA quality scores were 7,51 on average assayed by a PerkinElmer LabChip analyzer. For library generation, reverse transcription using oligo-dT priming was performed and subsequently, a second-strand synthesis was performed using random primers and a DNA polymerase. Both sets of primers included Illumina-compatible sequences. The resulting cDNA libraries were purified and applied to an Illumina flow cell to generate clusters. Sequencing was carried out on an Illumina NextSeq 550 using v2.5 reagent kits, following the manufacturer’s protocols. The reads underwent analysis using a Snakemake-based pipeline developed at the CNIO Bioinformatics Unit (https://github.com/cnio-bu/cluster_rnaseq). The quality of sequencing was assessed using FastQC v0.11.9, and absence of sample contamination from other species was verified with FastQ Screen v0.15.1. To remove sequencing adaptors and poly(A) tails, the ‘bbduk.sh’ command was applied as per Lexogen recommendations. Alignment of the processed reads to the mouse reference genome (GRCm39) was performed using STAR v2.7.10a, and read counts were obtained using featureCounts [37]. For gene annotation, GENCODE GRCm39 vM27 was used.

Differential expression was done with DESeq2 [38], and those genes with an FDR < 0.05 were considered as significant.

Functional analysis was performed with Gene Set Enrichment Analysis (GSEA) employing 1,000 gene-set permutations only gene sets exhibiting significant enrichment levels (FDR q-value < 0.25) were considered.

### Glucose tolerance test and insulin tolerance test

For GTT, mice were fast for 12 hours and injected intraperitoneally 2g of glucose/kg of body weight in PBS. For ITT, 0,75U insulin /kg of body weight in PBS (Humalog Insulin) was intraperitoneally administered. Glucose levels were measured from the tail vein before, and at 15, 30, 60, 90 and 120 minutes after the injection using a glucometer.

### Immunohistochemistry analyses in tissue sections

Tissues were fixed overnight in 10% formalin solution (sigma) and embedded in paraffin. For immunohistochemistry staining, tissue sections were deparaffinized with 10mM sodium citrate for 2 minutes. Slides were washed in water, then in buffer TBS Tween20 0,5%, blocked with peroxidase, washed again with TBS Tween 20 0,5% and blocked with fetal bovine serum followed by another wash.

### Primary antibodies

Hematoxylin and eosin (H&E) staining was performed for the quantification of intestinal villi and subcutaneous skin fat layer. H&E staining was also employed to evaluate tissue morphology and integrity of liver, white and brown adipose tissue, pancreas, spleen, intestine, colon, kidney, heart, lung, brain and muscle. Sirius red staining was used for determining liver fibrosis. H2AX staining was utilized for the evaluation of DNA damage in liver. Periodic acid-Schiff staining without and with diastase was performed to detect the presence of glycogen storage. Followed by incubation with secondary antibodies conjugated with peroxidase from DAKO.

Olympus AX70 microscope was used for taking pictures of immunohistochemistry tissue samples. The percentage of positive cells was identified using ZEISS ZEN 3.7 software.

### Metabolic activity

Metabolic activity was determined using Oxylet system metabolic chambers (Panlab Harvard Apparatus). Mice were individually caged for 1 week for acclimation. During the 72-hour measurement period, the mice were provided unrestricted access to food and water. Throughout the entire study duration, mouse activity, food intake, and drink intake were observed and recorded at 2-minute intervals. The respiratory exchange ratio (RQ) was calculated by dividing the volume of consumed O2 (VO2) by the volume of eliminated CO2 (VCO2), which were measured every 24 minutes. Energy expenditure (EE) was determined using the formula EE = (3.815 + (1.232 × RQ)) × VO2 × 1.44. The data analysis was conducted using Metabolism 3.0 software.

### Telomere length analysis in tissue sections

To analyze telomere length, a quantitative telomere fluorescence *in situ* hybridization (qFISH) was performed. Tissues were embedded in paraffin and were deparaffinized. Followed first by a digestion with pre-warmed pepsin/HCl and then 4% formaldehyde for fixation. Slides were dehydrated by increasing concentration of ethanol (70%, 90%, and 100%). Next, the samples were incubated with the telomeric probe for 3.5 minutes at 85°C followed by another incubation for two hours at room temperature in a wet chamber. The slides were washed extensively with 10mM Tris in 70% formamide and with 0,08% TBS-Tween. DAPI was added and the slides were mounted with Vectashield. Immunofluorescence images were obtained using a CS SP8 STED 3X (Leica-Microsystems) under the Navigator software integrated in the LAS X v3.5.7 (Leica-Microsystems).

A robust methodology was developed to identify and characterize telomere signals using Cellpose [39] algorithm, which leverages deep learning techniques. Our approach consisted of three key components: telomere/nucleus identification, telomere-nucleus pairing, feature extraction and characterization to assess telomere-nucleus interactions. The model for telomere segmentation was fine-tuned on our specific dataset to enhance performance, then telomeres were accurately delineated, providing precise localization and segmentation results. In parallel, nuclei segmentation was crucial for associating telomeres with their respective cellular context. In this regard, a custom pipeline in Groovy, utilizing ImageJ libraries, linked each telomere to its corresponding nucleus, establishing telomere-nucleus pairs. This pairing process was meticulously validated for accuracy and consistency. Subsequently, for each telomere-nucleus pair, telomere feature extraction and characterization were computed to quantify telomere fluorescence signal strength, size and spatial distribution with their corresponding descriptive statistics to assess telomere quantification. To determine telomere localization, fluorescence intensity distribution was analyzed in telomeres across all cells in our dataset. Then, positive thresholds were computed based on mean intensity and deviation from the average. Telomeres with fluorescence marker intensities significantly deviated from the norm were classified as positive.

### Statistical analysis

Survival data was analyzed by Kaplan Meier survival curves, and comparisons were conducted via the Log Rank test. The statistical analysis was assessed through the use of GraphPad Prism 10.1.1 software. Quantification of immunohistochemistry was carried out using ZEISS ZEN 3.7 software, while telomere length was determined through the application of the Cellpose algorithm as previously detailed in earlier sections. Unpaired Student’s t-test was used to determine statistical significance, with P-values below 0.05 considered as significant. The statistical analysis was executed using Microsoft Excel 16.66.1.

### Data availability

The RNA-seq data has been archived in the Gene Expression Omnibus of the National Center for Biotechnology Information under the accession number GSE273596.

## Supplementary Material

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

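Liver RNA of 5 Trf1+/+ and 5 Trf1Δ/Δ female mice of 15 weeks of age was sequenced by the authors from oligo-dT primed 3′ libraries, 1 library per liver. The signal values used here are normalized counts as deposited by the authors, who trimmed adaptors and poly(A) tails with BBDuk, aligned the reads to GRCm39 with STAR, counted them with featureCounts on GENCODE vM27 and divided each liver's counts by its DESeq2 size factor. The text of the paper does not name the strandedness of the counting. Every value of a liver was a whole multiple of 1 step, and whole reads were recovered by dividing by that step. The recovered totals lay between 7646202 and 9085485 reads in Trf1+/+ livers and between 9032414 and 10508708 in Trf1Δ/Δ livers. Every listed gene had at least 10 reads in total over the 10 livers, and 97.32% of the listed symbols were found in GENCODE vM39, from which positions on GRCm39 were taken. No pair of livers of a genotype was a copy of another.

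Normalized counts were not scaled again. The log2 of the value plus 1 was tested with limma 3.58.1 (limma-trend, moderated test, two-sided) for the 14799 genes with a mean of at least 5 over the 10 livers, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes and list scores were also compared by an exact two-sided permutation test over all arrangements of the 10 livers into 5 and 5. DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads were alternatives. The calculations ran in R 4.3.3 and Python 3.11.15. The fits were tested on simulated counts with 200 changed genes among 14799, of which limma-trend recovered 86.5% with 9 false calls, edgeR 87% with 9 and DESeq2 86.5% with 12. The simulation gave every gene the same dispersion, held no outlying liver and changed only genes with a mean of at least 20. These rates need not hold for the livers here.

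Gene lists were tested with fgsea 1.28.0 (preranked, weight 1, 1000 gene permutations) on the moderated t. There were 9 lists for the pathways the paper names, with a threshold of q under 0.25 as in the paper, and 15 marker lists of cell types and programs, with a threshold of 0.05. They were written by hand before the data were examined and are not the gene set files the authors used. The marker lists are skeletal muscle, white adipocyte, mesothelium, exocrine pancreas, macrophage, neutrophil, lymphocyte, erythroid, hepatic stellate cell, fibrosis and myofibroblast, p53 target, cell cycle, interferon response, circadian clock and acute phase. A list score is the mean z-score of its genes in a liver. The 678 mouse Reactome sets bundled with fgsea that held 15 to 500 tested genes were surveyed at q under 0.05. A further pair of lists, of fasting and lipogenesis genes, were chosen after the pathway results had been seen.

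The genes named are those the paper names, the 5 largest rises and 5 largest falls past the threshold with every Trf1Δ/Δ liver beyond the Trf1+/+ median, the 3 leading genes of each pathway list and the 3 most abundant genes of a marker list under discussion. This rule, the pathway and marker lists, the comparisons with their tests and the alternatives were set before the data were examined, apart from those named here as added. Alternatives were other pseudocounts, other filters, quantile and upper quartile normalization, sample quality weights, edgeR, DESeq2, the replicate number as a block, each liver left out in turn, other ranking measures, lists without skeletal muscle or adipocyte genes, the skeletal muscle score as a covariate, camera and fry. DESeq2 over all listed genes and leaving out Trf1+/+ replicates 2 and 5 together were added after the data were seen. The labels and the paper give no sequencing batch, so none was fitted. Results were also compared with 100 splits of the 10 livers into 5 and 5, drawn with a fixed seed. Staining, blood, body composition and metabolic cage measurements were not analysed here.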

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

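A liver was singled out when its gap to the nearest liver of its genotype, divided by the range of the 5 livers, was large for a group of 5. This happened in 19 of 146 groups (10 of 48 for list scores and 9 of 98 for genes), where chance alone gives about 1 in 20. The tests of tissue from other organs, of a single liver apart, of a mislabelled liver, of strain variants and of DNA near Trf1 were chosen after the results had been seen.

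Trf1+/+ replicate 2 was far above the other Trf1+/+ livers in the myogenesis score (gap of 0.864 of the range) and in the skeletal muscle score (0.903). All 32 skeletal muscle markers listed had their highest value in this liver, among them Ttn at 8669 and Acta1 at 2520 normalized counts and, chosen after their values were seen, Ckm at 542 and Mylpf at 899. Neb, the most abundant gene of the list, had between 286 and 2318 normalized counts in every liver. Only 3 of the 29 tested markers have a median of at least 20 normalized counts in Trf1+/+ livers, and 24 are on another list. Of 100 splits of the 10 livers, 85 gave a myogenesis NES as far from 0 as the genotypes, and 100 gave such a skeletal muscle NES. Skeletal muscle tissue in this sample is a candidate explanation for the lower myogenesis list, whose NES was -0.95 without this liver. With skeletal muscle genes taken off the list the NES was -1.55 (gene permutation q = 0.0105). With the skeletal muscle score as a covariate it was -1.12 (q = 0.215), and both are past the threshold of 0.25. Both fits keep this liver, and the marker list need not hold every muscle gene of the pathway list. They therefore neither show nor exclude a difference beyond this liver. Without Trf1+/+ replicate 2 the myogenesis score difference was -0.0839 (exact permutation p = 0.246). Over the alternatives other than camera and fry, q ran from 0.00206 to 0.643. Fewer or changed hepatic stellate cells cannot be told apart from no change in them, since their list had q = 0.601 and its sign differed between alternatives. A biological difference of this one mouse was not tested.

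Trf1+/+ replicate 5 was far above the other Trf1+/+ livers in the scores of the citric acid TCA cycle and respiratory electron transport (0.784), oxidative phosphorylation (0.814) and adipogenesis (0.746) and in Pdha1 (0.746), and below them in Trp53 (0.753). It had the fewest reads, 7646202, and the most genes without reads, 2057. With every library thinned to that total, the NES of oxidative phosphorylation was -2.46, and its median moderated t was more extreme than in 100% of random lists matched on GC content and length, so depth and these properties do not account for it. The paper gives RNA quality only as an average, and a part of it in this liver was not tested. Terf1 had 168 normalized counts in this liver, as in other Trf1+/+ livers, which argues against a mislabelled genotype. Without this liver the list was still lower, with an NES of -1.29 (gene permutation q = 0.0493; q between 0.00206 and 0.0493 over the alternatives other than camera and fry), while its score difference moved from -0.483 to -0.152 (exact permutation p = 0.286). This one liver and the genotype therefore cannot be told apart as the source of the difference, because the list stays past 0.25 by gene permutation but not beyond the spread between livers. With other livers left out, the exact p for oxidative phosphorylation was under 0.05 without Trf1+/+ replicate 2 (0.0397) and otherwise reached 0.413, and that for the TCA cycle and electron transport was under 0.05 without Trf1+/+ replicate 2 (0.0238) or 4 (0.0317) and otherwise reached 0.294. As many as 50 of 100 splits gave an oxidative phosphorylation NES as far from 0 and 40 such an NES for the TCA cycle and electron transport, so a chance arrangement of the livers stays open for these lists. For adipogenesis 27 splits did, although its exact p after adjustment over the 9 lists was 0.0357; without this liver its score difference moved from -0.315 to -0.163 (exact permutation p = 0.0397). The exact p was 0.0952, 0.0556, 0.0635 and 0.0556 without Trf1Δ/Δ replicates 1, 2, 4 and 5.

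Trf1Δ/Δ replicate 5 was far above the other Trf1Δ/Δ livers in the white adipocyte score (0.851), Adipoq (0.851), the exocrine pancreas score (0.886), the lymphocyte score (0.784), and the pancreas genes Ctrb1 (0.776), Prss2 (0.787), 2210010C04Rik (0.731) and Rnase1 (0.777). Of the 14 white adipocyte markers listed, 12 had their highest value in this liver, and Adipoq was not higher in Trf1Δ/Δ livers without it, with a log2 fold change of -1.60. White adipose tissue in this sample is a candidate explanation for its Adipoq count. Adipocyte transcripts also occur in Trf1+/+ livers, with a white adipocyte score of 0.924 in replicate 2 against 1.81 in Trf1Δ/Δ replicate 5. Of the 11 tested adipocyte markers, 2 have a median of at least 20 normalized counts in Trf1+/+ livers and 7 are on another list; the most abundant are Pparg and Lipe, with 238 and 152 normalized counts in Trf1+/+ replicate 1. No biological explanation was tested.

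The exocrine pancreas list, outside the genes the paper discusses, was lower in Trf1Δ/Δ livers, with an NES of -2.56 (gene permutation q = 0.0106; score difference -1.40, exact permutation p = 0.0238, or 0.119 after adjustment over the 15 marker lists; below the Trf1+/+ median in 5 of 5 livers). As many as 14 of 100 splits gave an NES as far from 0. Its 13 tested genes rose and fell together, with a mean correlation across the 10 livers of 0.931, above 100% of random lists. Pancreas tissue in some samples is a candidate explanation, with Prss2 at 3442 normalized counts in Trf1+/+ replicate 1 and 204 in Trf1Δ/Δ replicate 5. Cela1, the most abundant gene of the list, changed by -0.49 on the log2 scale (adjusted p = 0.521 from limma-trend). All 13 genes have a median of at least 20 normalized counts in Trf1+/+ livers, so the medians do not tell tissue in samples from expression in liver cells. An effect of the genotype on the pancreas or on sampling was not tested.

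The interferon response list, which the paper does not discuss, was higher in Trf1Δ/Δ livers, with an NES of 2.60 (gene permutation q = 0.0106; score difference 1.22, exact permutation p = 0.00794, or 0.0595 after adjustment over the 15 marker lists, with 5 of 5 livers above the Trf1+/+ median). Its NES was 2.58 with libraries thinned to one depth and its median moderated t was beyond 100% of random lists matched on GC content and length. Of 100 splits, 5 gave an NES as far from 0, the real one included, and the others each exchange 1 liver between the genotypes. In fry the list had q = 0.000648, and the exact p of the scores was 0.00794 with any 1 liver left out. Irf7 changed by 1.03 on the log2 scale (adjusted p = 0.0165) and Stat2 by 0.59 (adjusted p = 0.0444), while Bst2 changed by 0.69 (adjusted p = 0.0981, all from limma-trend). Of its 26 tested genes, 6 are on another list. An effect of the Trf1 deletion is a hypothesis that remains open.

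The p53 target list had an NES of 1.65 (gene permutation q = 0.0405; score difference 0.392, exact permutation p = 0.111, or 0.417 after adjustment over the 15 marker lists, with 5 of 5 livers above the Trf1+/+ median). Its most abundant genes, Gdf15 and Perp, changed by -0.78 and -0.35 and Dglucy by 0.53 on the log2 scale. Of 100 splits, 22 gave an NES as far from 0, and the list passed its threshold in 7 of 20 alternatives and in neither camera nor fry, so it is weak evidence of any difference. The paper reports more H2AX staining, its measure of DNA damage, in Trf1Δ/Δ livers of the sequenced cohort. Whether a p53 response follows that damage stays open, since this list is weak evidence either way.

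In 40 genes the lowest liver of a genotype exceeded the highest of the other by over 1 log2 unit, 21 higher and 19 lower in Trf1Δ/Δ livers. By any gap, 733 of the 14799 tested genes were separated, where chance gives 0.7937%. Only 1 of 100 splits, the real one, gave as many as 40. They lie on 16 chromosomes, and 8 of them have another within 1 Mb, against 2.31 expected from random tested genes (p = 0.0213 over 10000 permutation draws) but p = 0.0619 over 1000 draws from the other differing genes. Apart from Terf1, 0 lie within 20 Mb of it, which argues against DNA that flanks the floxed allele. Strain or donor variants that differ between the groups cannot be told apart from an effect of the deletion, because the clustering differs by reference set and no genotypes of the mice were analysed. Gas5 and Mndal, chosen after their values were seen, are examples, with log2 fold changes of 2.93 and -2.86.

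The other gaps were a low adipogenesis score in Trf1Δ/Δ replicate 1 (0.722), a high erythroid score in Trf1Δ/Δ replicate 1 (0.789), a low Pparg value in Trf1Δ/Δ replicate 4 (0.776) and a low Terf2ip value in Trf1+/+ replicate 4 (0.736). No explanation was tested for them.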

How the results depend on the processing

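Terf1 kept its direction and an adjusted p under 0.05 in all 22 alternatives, with a log2 fold change from -2.94 to -2.55. The NES of cholesterol biosynthesis, the inflammatory response, IL6-JAK-STAT3 signaling, TNFA signaling, PPAR signaling and adipogenesis kept direction and threshold in every alternative run, camera and fry included. The 308 genes differing between genotypes varied more. Sample quality weights gave 969 (510 higher, 459 lower), DESeq2 820 (417 and 403) and, chosen after the data were seen, DESeq2 on all listed genes 812 (408 and 404) and leaving out Trf1+/+ replicates 2 and 5 together 779 (465 and 314). Of the 308 genes, 299 were among those called with weights. Leaving out 1 liver at a time gave from 182 to 567 genes, from 101 to 325 higher and from 69 to 242 lower; the highest count came without Trf1+/+ replicate 5 and the lowest without Trf1+/+ replicate 3. The cause was not tested.

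The replicate number does not pair the livers, since same-number livers had correlations from -0.04 to 0.06, but with the replicate number as a block the count was 200, of which 110 were higher.

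Adipoq reversed to a log2 fold change of 0.040 with a pseudocount of 5, 0.78 with sample quality weights, 1.24 with edgeR, 1.28 with DESeq2, 1.28 with DESeq2 on all listed genes and 1.00 without Trf1+/+ replicates 2 and 5 together (the last 2 chosen after the data were seen), and ran from -1.60 to 0.49 with 1 liver left out. It never passed the threshold, and it has no value with a mean of at least 20, which it fails. The zeros in 5 livers limit it.

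Myogenesis lost its threshold without Trf1+/+ replicate 2 (NES -0.95), without Trf1+/+ replicates 2 and 5 together (-0.94) and in fry (q = 0.270); its NES ran from -2.05 to -0.95 with 1 liver left out. Oxidative phosphorylation and the citric acid TCA cycle and respiratory electron transport lost it in fry (q = 0.270 each), and their NES ran from -2.77 to -1.29 and from -2.63 to -1.30 with 1 liver left out, the weakest without Trf1+/+ replicate 5. Apart from the tests of Trf1+/+ replicates 2 and 5 given above, the cause was not tested.

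The marker lists past their threshold numbered 8 when ranked by log2 fold change, 3 with a mean of at least 20, 2 in fry, and, both chosen after the data were seen, 10 when ranked by the DESeq2 Wald statistic over all listed genes and 3 without Trf1+/+ replicates 2 and 5 together, against 5 as reported, and from 4 to 6 with 1 liver left out. Reactome sets past the threshold numbered 0 when ranked by log2 fold change and 0 with a mean of at least 20, where 77 and 127 sets had an unadjusted p under 0.05, and 43 with the block. The smallest p that 1000 gene permutations give makes this count pass or fail as a whole.

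These results, none past a threshold in the alternative named, reversed. With log2 fold change ranks, hepatic stellate cell -0.996 and circadian clock 0.96. With DESeq2 Wald ranks, hepatic stellate cell -0.93 and cell cycle -0.63, and over all listed genes -0.99 and -0.56. With a mean of at least 20, mesothelium 0.88 and cell cycle -1.12. Without Trf1+/+ replicates 2 and 5 together, skeletal muscle 0.84, mesothelium 1.34, circadian clock 0.86 and Trp53 -0.044. With quantile normalization, Ppara 0.017 and Ppargc1a 0.035, and with upper quartile scaling Ppargc1a 0.027. With DESeq2, Gpt -0.0010, and on all listed genes -0.0044. With 1 liver left out, the ranges were from -2.14 to 1.09 for skeletal muscle (1.09 without Trf1+/+ replicate 2), -0.96 to 1.02 for hepatic stellate cell, -1.45 to 0.81 for mesothelium, -0.84 to 1.59 for white adipocyte (-0.84 without Trf1Δ/Δ replicate 5), -1.20 to 1.00 for circadian clock, -0.16 to 0.039 for Ppara, -0.50 to 0.012 for Ppard, -0.24 to 0.21 for Pparg, -0.22 to 0.12 for Ppargc1a and -0.072 to 0.19 for Gpt. Apart from the tests of tissue in Trf1+/+ replicate 2 and Trf1Δ/Δ replicate 5 given above, the cause was not tested. Among the other single genes and lists, 137 comparisons of a result with an alternative were weaker and 35 stronger.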

Differences from the paper's values

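The paper's NES values were read by eye from Fig. 5C, and its Supplementary Figure 2A was not used here. The error set beside each difference is the jackknife standard error over the 10 fits that each left out 1 liver. For cholesterol biosynthesis the paper's value is about 2.0 in Fig. 5C and the value here 2.48. Of the alternatives set before the data were examined, ranking by log2 fold change (2.17), ranking by signal-to-noise (2.27), leaving out Trf1+/+ replicate 2 (2.31) and leaving out Trf1+/+ replicate 5 (2.30) come within that error of the paper's value, and the others do not. Leaving out Trf1+/+ replicates 2 and 5 together, chosen after the values were seen, also does (1.98). For the inflammatory response the paper's value is about 1.8 in Fig. 5C and the value here 2.40; ranking by log2 fold change gives 1.97, within the error, and the other alternatives set before the data were examined do not. Leaving out Trf1+/+ replicates 2 and 5 together, chosen after the values were seen, gives 2.04, also within the error. For IL6-JAK-STAT3 signaling the paper's value is about 1.5 in Fig. 5C and the value here 2.21; none of the alternatives set before the data were examined closed the gap. For TNFA signaling via NFKB the paper's value is about 1.4 in Fig. 5C and the value here 2.00; ranking by log2 fold change gives 1.70, within the error, and the other alternatives do not. The gene lists here are not those of the paper, so these NES are not on identical lists.

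The paper states that adiponectin was upregulated. Here the log2 fold change of Adipoq was -0.33 (adjusted p = 0.938 from limma-trend). DESeq2, edgeR, sample quality weights and a pseudocount of 5 gave positive changes of 1.28, 1.24, 0.78 and 0.040. So did leaving out Trf1+/+ replicate 2 (0.49), leaving out Trf1Δ/Δ replicate 1, 3 or 4 (0.054 each), and DESeq2 on all listed genes (1.28) and leaving out Trf1+/+ replicates 2 and 5 together (1.00), both chosen after the values were seen, none with an adjusted p under 0.05; DESeq2 gave no adjusted p for it.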

Other observations

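The tests of feeding state and of hepatocyte share were chosen after the pathway results had been seen.

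Of 100 splits of the 10 livers, 1, the real one, gave as many as 308 differing genes. The first 3 principal components held 25.8%, 22.1% and 18.7% of the variance. On the first, Trf1+/+ replicate 2 lay at -96.5 and on the second Trf1+/+ replicate 5 at -93.4. The first also separated the genotypes, with Trf1Δ/Δ livers from 14.6 to 36.4 and no Trf1+/+ liver above 5.58. Among the Reactome sets, 41 of 678 passed, 22 higher and 19 lower, but 74 of 100 splits gave as many, so the number of sets says little about the genotype. Only 32.29% of tested genes are in a Reactome set.

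As large an NES came in 10 of 100 splits for cholesterol biosynthesis, 5 for the inflammatory response, 4 for IL6-JAK-STAT3 signaling, 10 for TNFA signaling via NFKB and 14 for PPAR signaling. The exact test of the scores over all arrangements, after adjustment over the 9 lists, gave p = 0.0357 for the first 3 of these lists, 0.0429 for TNFA signaling and 0.0714 for PPAR signaling. The other splits with as large an NES for the inflammatory response all keep Trf1+/+ replicates 1, 2, 4 and 5 together, so they hold most of the difference between genotypes. Cholesterol biosynthesis had an NES of 2.48 with libraries thinned to one depth, and its median moderated t was beyond 100% of random lists matched on GC content and length, so neither of these explains it.

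The macrophage list had an NES of 2.51 (gene permutation q = 0.0106; score difference 1.10, exact permutation p = 0.00794, or 0.0595 after adjustment over the 15 marker lists, with 5 of 5 Trf1Δ/Δ livers above the Trf1+/+ median). In 5 of 100 splits the NES was as far from 0. It was 2.51 with thinned libraries and beyond 100% of random lists matched on GC content and length. Csf1r, Clec4f and Cd5l changed by 0.52, 0.77 and 0.64 on the log2 scale (adjusted p = 0.264, 0.0954 and 0.196 from limma-trend). Of the 23 genes tested on the list, 6 had an adjusted p under 0.05, all 6 higher in Trf1Δ/Δ livers. A lower hepatocyte share that raises all other cell types alike would raise the hepatic stellate cell list too, but the macrophage score rose more than the stellate score (exact permutation test, p = 0.0159). More macrophages, or a change in them, may explain it and was not tested otherwise.

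Feeding state at sacrifice could lower PPAR signaling and raise cholesterol biosynthesis together. A list of 19 fasting and PPARA target genes had an NES of -2.24 (gene permutation p = 0.00205, exact permutation p = 0.0159), and a list of 17 lipogenesis genes had an NES of 1.57 (gene permutation p = 0.0361, exact permutation p = 0.111). Both moved as a difference in feeding would predict, but 8 of the 19 genes and 6 of the 17 are on the pathway lists themselves, and an effect of the deletion on lipid metabolism predicts the same. The paper states that food was given ad libitum unless noted otherwise, and its text notes no fasting before the livers were taken for sequencing.

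The other marker lists did not pass. The NES was 1.37 for white adipocyte (q = 0.182), -1.32 for mesothelium (q = 0.231), 1.23 for neutrophil (q = 0.286), 1.52 for lymphocyte (q = 0.117), 1.34 for erythroid (q = 0.231), 0.89 for cell cycle (q = 0.601), -1.10 for circadian clock (q = 0.376) and 1.57 for acute phase (q = 0.117), with hepatic stellate cell and fibrosis given beside the myogenesis result. The skeletal muscle list had an NES of -1.99 (q = 0.0157), but an exact permutation p of 0.833. The q-values are from gene permutation. For the acute phase list, 42 of 100 splits gave an NES as far from 0.

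Of other genes the paper names, H2ax changed by 0.55 (adjusted p = 0.665), Tert by 0.74 (adjusted p = 0.334), Terf2ip by -0.12 (adjusted p = 0.799), Trp53 by 0.41 (adjusted p = 0.624), Alb by 0.47 (adjusted p = 0.62), Gpt by 0.03 (adjusted p = 0.968) and Alpl by -0.63 (adjusted p = 0.642) on the log2 scale, with limma-trend. With 1 liver left out, H2ax ran from 0.26 to 1.08 and Trp53 from 0.043 to 0.57. H2ax had 86.5 normalized counts in Trf1+/+ replicate 5 and at most 19.2 in the other Trf1+/+ livers. It had 20.7 to 45.8 in Trf1Δ/Δ livers. The paper assessed H2AX by staining and albumin, ALT and ALP in blood, and transcript levels do not measure these.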
